# Copper transporter COPT5 participates in the crosstalk between vacuolar copper and iron pools mobilisation

**DOI:** 10.1038/s41598-018-38005-4

**Published:** 2019-03-15

**Authors:** Àngela Carrió-Seguí, Paco Romero, Catherine Curie, Stéphane Mari, Lola Peñarrubia

## Abstract

Copper (Cu) deficiency affects iron (Fe) homeostasis in several plant processes, including the increased Fe requirements due to cuproprotein substitutions for the corresponding Fe counterpart. Loss-of-function mutants from *Arabidopsis thaliana* high affinity copper transporter COPT5 and Fe transporters NATURAL RESISTANCE-ASSOCIATED MACROPHAGE PROTEIN 3/4 (NRAMP3 and NRAMP4) were used to study the interaction between metals internal pools. A physiological characterisation showed that the *copt5* mutant is sensitive to Fe deficiency, and that *nramp3nramp4* mutant growth was severely affected under limiting Cu. By a transcriptomic analysis, we observed that *NRAMP4* expression was highly induced in the *copt5* mutant under Cu deficiency, while *COPT5* was overexpressed in the *nramp3nramp4* mutant. As a result, an enhanced mobilisation of the vacuolar Cu or Fe pools, when the other metal export through the tonoplast is impaired in the mutants, has been postulated. However, metals coming from internal pools are not used to accomplish the increased requirements that derive from metalloprotein substitution under metal deficiencies. Instead, the metal concentrations present in aerial parts of the *copt5* and *nramp3nramp4* mutants conversely show compensated levels of these two metals. Together, our data uncover an interconnection between Cu and Fe vacuolar pools, whose aim is to fulfil interorgan metal translocation.

## Introduction

Transition metals copper (Cu) and iron (Fe) are required by organisms to perform a remarkable wide array of functions that are critical for life. The proteins carrying these metal ions as cofactors mediate diverse biochemical processes, including energy conversion, synthesis and regulation of nucleic acids and lipids, reactive oxygen species (ROS) detoxification, and the signalling events that trigger molecular, cellular and systemic responses^1,2^.

Although the molecular details of metal homeostasis are being deciphered for single metals, the putative cross-interactions among these pathways, which might take place at different levels, remain mostly uncovered. There is considerable experimental evidence to link the Cu and Fe homeostases at different levels^3–5^. Among these potential interactions is metalloprotein substitution such as replacement of *Arabidopsis* Cu/Zn superoxide dismutase (Cu/ZnSOD) with the Fe (FeSOD) counterpart, under Cu scarcity conditions, probably to economise Cu for essential cuproproteins such as plastocyanin^6^. This adjustment is accomplished by the transcription factor PROMOTER BINDING PROTEIN-SQUAMOSA LIKE7 (SPL7)^5,7^ and mediated by *miR398* that regulates *CSD1* and *CSD2* genes that respectively encode cytosolic and chloroplastic Cu/ZnSODs^8^. Conversely, under Fe deficiency, the FeSOD is replaced with the Cu/ZnSOD as Fe down-regulates *miR398*^4^.

Another interaction is metal competition for ligands in long-distance traffic^9^. In both humans and the yeast *Saccharomyces cerevisiae*, Cu is essential for the transport and distribution of Fe due to the participation of Cu-dependent ferroxidases^10,11^. In *Arabidopsis*, the COPT2 plasma membrane protein, a member of the high affinity CTR-like Cu transporter family, denoted COPT, that participates in the entry of reduced Cu in the plasma membrane^12^, has been shown to participate in both Cu and Fe homeostasis^13,14^. COPT5 is another COPT member that localises to the tonoplast and the membrane of the pre-vacuolar/vacuolar compartment in *Arabidopsis* cells^15,16^. *COPT5* is expressed mostly in root vascular tissues and siliques^15^. The *copt5* mutant is sensitive to severe Cu deficiency due to the diminished capacity of *copt5* plants to mediate vacuolar Cu export, which participates in Cu recycling towards the cytoplasm, an especially relevant process under Cu starvation conditions^15^. Furthermore, lack of COPT5 in plants leads to Cu accumulation in roots, and to low Cu in siliques and seeds. This strongly indicates that COPT5 functions in Cu reallocation from roots to reproductive tissues^16^. Accordingly, the *copt5* mutant, which is highly sensitive to cadmium (Cd) toxicity, has lower Cd remobilisation to the aerial parts, which underscores a role for COPT5 in the long-distance translocation of other metals^17^.

Analogously to COPT5, but with Fe instead of Cu, we find transporters NATURAL RESISTANCE-ASSOCIATED MACROPHAGE PROTEIN 3 (NRAMP3) and NRAMP4, which redundantly function in Fe mobilisation from the vacuole, in seeds during germination and in adult plants^18,19^. When grown in Fe-deficient media, the double *nramp3nramp4* mutant is chlorotic and its development is arrested^18^. The mutations in the *VACUOLAR IRON TRANSPORTER 1* (*VIT1*), involved in the influx Fe into the vacuoles during embryogenesis^20^, also compromise the growth of seedlings under Fe-limiting conditions. Recently, a genetic screen showed that the *vit1* mutation suppresses the *nramp3nramp4* phenotype, which illustrates the plasticity of Fe storage in Arabidopsis embryos^21^.

Plants with strategy I, which includes all plants except grasses, acquire Fe after the reduction of Fe^3+^ chelates by a plasma membrane ferric chelate reductase. In *Arabidopsis thaliana*, this reductase is encoded by *FRO2* and the resulting Fe^2+^ is taken up into the cell by the ZIP transporter IRT1. Our current understanding of the Fe deficiency sensor and signalling mechanisms in plants is limited^22,23^. In *Arabidopsis*, the genes involved in the Fe remobilisation and incorporation (e.g. *IRT1* and *FRO2*) are regulated by the helix-loop-helix type transcription factor FIT (bHLH29)^24^. Other bHLH subgroup Ib factors (bHLH38, bHLH39, bHLH100 and bHLH101) are regulated by Fe deficiency^25^ but, while the first two can act in concert with FIT mediating Fe responses^26^, bHLH100 and bHLH101 control Fe homeostasis by a FIT-independent path^27^. Post-transcriptional regulation processes are essential in Fe deficiency responses^28^ and BRUTUS (BTS), which is a functional RING E3 ubiquitin ligase with a hemerythrin domain, has been proposed to function as a potential Fe sensor^29–31^.

Both local and long-distance signals operate in Fe deficiency responses. Members of the Yellow Stripe1-Like (YSL) family, such as YSL1 and YSL3, have been implicated in the transport of multiple micronutrients complexed with nicotianamine (NA) from xylem to parenchyma cells^32,33^. Moreover, the oligopeptide transporter (OPT) family member OPT3 has been involved in the long-distance signalling of Fe status^34–36^. It has been recently suggested that OPT3 might participate in redistributing Fe into phloem when the Fe loading to the parenchyma cells surrounding xylem veins is impaired in the *ysl1ysl3* mutant, which results in proper Fe sufficiency signals being sent to roots^37^.

Fe deficiency is a widespread agronomic and health problem. The results shown herein highlight the effects of the vacuolar Cu pool on Fe homeostasis, which might be considered to obtain crops with optimised nutrient concentrations in edible parts.

## Results

### A genome-wide analysis on *copt5* mutant highlights ion metal mobilisation under copper deficiency

To identify the COPT5-dependent functions in *Arabidopsis*, we performed a comparative microarray analysis of 7-day-old *Arabidopsis* wild-type (WT) and *copt5-2* mutant seedlings, grown under severe Cu deficiency and Cu sufficiency conditions. 

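The arrays compared 4 groups of 3 biological replicates, WT and *copt5* seedlings grown on Control medium with 1 µM CuSO4 or on -Cu medium with 100 µM BCS, a Cu chelator. Each of the 12 samples was hybridised in 1 colour to an array of its own, and each of the 3 slides held the replicate of 1 number from all 4 groups. The files give a processed signal for 45220 spots per array, an intensity from which the Feature Extraction software had subtracted the background, without any scaling between arrays. The authors' table of log2 values equals the log2 of this signal to 2 decimals, so it holds no scaling between arrays either. The paper's text names Genespring GX for the normalisation and does not name its settings. For the values given here, the signals were scaled to the same 75th percentile on every array, signals under 10 were set to 10, and log2 levels are given relative to that percentile. Spots that the software had marked as outliers were left out, and a gene was represented by its probe with the highest mean over the 12 arrays. Of 33541 genes on the array, 24204 were tested, those whose probe was well above background on all arrays of at least 1 group. The 4 groups were fitted together with limma, p-values were adjusted by the Benjamini-Hochberg method within each comparison, and the DEG thresholds were those of the paper, FDR ≤ 0.01 and a fold change ≥ 1.5. The 3 arrays per group limit the precision of every value. On 11 of the arrays between 69.9% and 75.2% of the probes were well above background, and on WT Control replicate 3 this share was 99.9%. The median signal of this array was 2865, against 202 to 485 on the other 11. Its Spearman correlation with them across probes was between 0.672 and 0.694, where the others reached at least 0.976 with one another. The array was kept, and values without it are given where it changes a result. *COPT5* (AT5G20650, probe at 6985455 to 6985514 of chromosome 5, ath1 build per the file headers) had a log2 level of 3.33 ± 0.73 (SD, n = 3) in WT and 2.55 ± 0.20 in *copt5* on Control, and of 3.75 ± 0.01 and 2.23 ± 0.15 under -Cu. The genotype difference was -0.78 (SE 0.30, adjusted p = 0.518) on Control and -1.52 (SE 0.30, adjusted p = 0.0403) under -Cu, both short of the FDR threshold. With WT Control replicate 3 left out it was -1.20 (adjusted p = 0.00191) and -1.52 (adjusted p = 7.2e-05), both past it. Over all alternatives the adjusted p lay between 0.00191 and 0.892 on Control and between 7.2e-05 and 0.739 under -Cu.

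**Figure D1:**
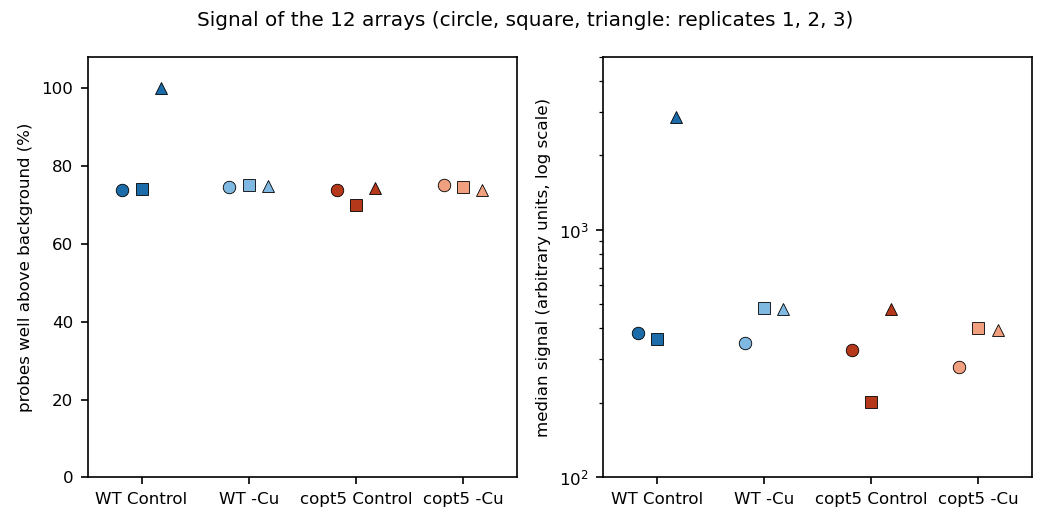
Percent of probes well above background (left) and median processed signal (right, arbitrary units, log scale) of each of the 12 arrays, by group; circles, squares and triangles are replicates 1, 2 and 3. WT Control replicate 3 lies at 99.9% and 2865, and the other 11 arrays at or below 75.2% and 485.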

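Comparing *copt5* with WT, 9 of the 24204 genes tested were DEG on Control, 5 higher and 4 lower in *copt5*, and 103 were DEG under -Cu, 41 higher and 62 lower. Comparing -Cu with Control, 269 genes were DEG in WT, 35 higher and 234 lower, and 329 in *copt5*, 110 higher and 219 lower. At an unadjusted p under 0.05 the counts were 1592, 2056, 4140 and 3361 genes in the same order. The genotype comparisons shared 8 DEG, 4 higher and 4 lower in both media, and the Cu comparisons shared 136, 27 higher and 109 lower in both genotypes, with 0 genes called in opposite directions in either pair. When WT Control replicate 3 was left out, the counts rose to 93 genes (75 higher, 18 lower), 867 (401 and 466), 851 (212 and 639) and 1907 (727 and 1180). The shared DEG rose to 89 and 578, with 2 opposite calls between the Cu comparisons. All genes called with 12 arrays were then called in the same direction, except 2 of the 269 in WT. The spot of that array had been left out as an outlier for 4 of the 9 DEG between genotypes on Control, and for 19, 19 and 50 of the DEG of the other comparisons. Leaving out another array lowered most counts, to 6 on Control, 17 under -Cu and 45 in WT without WT -Cu replicate 2, and to 95 in *copt5* without *copt5* -Cu replicate 3. With the authors' table of log2 values without further scaling there were 2, 5, 18 and 11 DEG. With only the 6 arrays of each comparison limma called 0, 479, 0 and 806, with 564 and 2240 genes at an unadjusted p under 0.05 where it called 0. With the slide as a block, as the -Cu arrays pair by slide, 17 genes were DEG between genotypes under -Cu, 5 higher and 12 lower, without AT5G42460 and NP2699781. The share of higher genes also moved with the scaling: it was 55.6%, 39.8%, 13.0% and 33.4% here, 81.0%, 53.3%, 18.2% and 29.5% after quantile normalisation, 61.5%, 42.9%, 26.8% and 46.8% after scaling to the median, 100%, 80%, 21.2% and 34.5% after a normexp background correction, and 0%, 20%, 0% and 27.3% with the authors' log2 table. The median log2 change of all genes tested lay between 0.00 and 0.05 in the 4 comparisons, and scaling to the median moved it to 0.53 for the genotypes on Control and to 0.50 for Cu in WT. AT5G60610, an F-box family gene on chromosome 5, was 3.39 higher on the log2 scale in *copt5* on Control (SE 0.23, adjusted p = 0.000511) and 3.60 higher under -Cu, and AT5G42460 was 1.77 and 1.96 higher. AT3G28899 changed by -6.54 (SE 0.35, adjusted p = 9.2e-05) on Control and by -6.50 under -Cu, and *MRD1* (AT1G53480) by -5.03 and -4.97. Among the genes past the thresholds with 12 arrays, the largest rises under -Cu were those of the transcript NP2699781, a RING-type zinc finger protein, by 4.89 (SE 0.54, adjusted p = 0.00258), and of AT3G28230, at least 18.7-fold higher in *copt5*, a bound because no WT -Cu array was well above background. *CYP86A7* (AT1G63710) was at least 28.4-fold lower, with *copt5* below background under -Cu. As that group was not measured, no size is given for its interaction of genotype and Cu, which had an adjusted p of 0.0200, and 0.00216 without WT Control replicate 3. The calls of AT5G42460 on Control and NP2699781 under -Cu held in 2 and 6 of the 12 fits with 1 array left out, including that without WT Control replicate 3 (adjusted p = 0.00139 and 2.8e-09). For each of these genes the 3 arrays of one genotype lay above the 3 of the other. Chance gives this for 10% of genes, or 20% for AT5G60610 on Control, where WT had 2 spots. As the genes were named only if their groups did not overlap, the separation is no further evidence.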

Venn diagrams (Fig. 1a,b) summarise the number of differentially expressed genes (DEG) (ANOVA, FDR ≤ 0.01) in the WT and *copt5-1* in response to these changes in the Cu regime. The most DEG were found in the *copt5-1* mutant when grown under Cu deficiency (Fig. 1a,b). 

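The 329 DEG of *copt5* in response to -Cu were the largest of the 4 counts. Of these, 193 were not DEG in WT, and 133 DEG of WT were not DEG in *copt5*. The difference between the responses of the genotypes was tested as the interaction of genotype and Cu, where limma called 0 genes, with 1259 at an unadjusted p under 0.05. On the 11 arrays without WT Control replicate 3 limma called 19 genes for the interaction, 11 higher and 8 lower, and 0 with the slide as a block as well (2462 at an unadjusted p under 0.05). The methods' test asks only for any difference among the 4 groups. Of the 378 genes it called so with all arrays, 181 had an interaction of at least 1.5-fold, which is no test of the interaction itself. The order of the counts in WT and *copt5* was the opposite after normexp background correction (33 and 29), with the authors' log2 table (18 and 11), and when any *copt5* array except *copt5* -Cu replicate 1 was left out, for example 162 and 95 DEG without *copt5* -Cu replicate 3. Leaving out a *copt5* array weakens mainly the *copt5* comparison, so that order is no even test. Without 1 of the WT -Cu arrays the counts were 45 to 86 in WT and 183 to 243 in *copt5*. Among the DEG of *copt5*, *LTP4* (AT5G59310, a lipid transfer protein) was at least 37.5-fold higher under -Cu, with its Control arrays below background, and AT5G09570 rose by 4.75 on the log2 scale (SE 0.52, adjusted p = 0.00115). *AGP30* (AT2G33790, an arabinogalactan protein) fell by 6.66 (SE 0.86, adjusted p = 0.00257), and AT1G33760, an AP2 domain transcription factor, was at least 35.2-fold lower in *copt5*. In WT it was at least 41.9-fold lower with all arrays, and at least 37.8-fold without WT Control replicate 3, as no -Cu array was well above background. Among the DEG of WT whose probes were above background in both groups, the largest rises were those of *PCC1* (AT3G22231), by 4.45 (SE 0.43, adjusted p = 0.00143), without the spot of WT Control replicate 3, and of the unannotated probe A_84_P857309, by 4.32 (SE 0.49, adjusted p = 0.00195). *PCC1* rose by 6.91 in *copt5* (SE 0.39, adjusted p = 0.000126), more than the genes named above, but only 1 of its 3 *copt5* Control arrays was well above background. *PDF1.2* (AT5G44420) was at least 61.5-fold lower in WT under -Cu, where its arrays were below background. None of these genes passed the thresholds for the interaction, which was -4.31 for *AGP30* (adjusted p = 0.539) and had an adjusted p of 0.352 for *LTP4* and 0.416 for *PDF1.2*, each with 1 group below background. With single arrays left out, the call of *LTP4* held in 6 of 12 fits, that of *AGP30* in 7, that of *PDF1.2* in 4 and that of A_84_P857309 in 9, in each case including the fit without WT Control replicate 3.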

A principal component analysis (PCA) was performed to validate the reproducibility of the microarray data across replications and to cluster samples according to their global gene expression profiles (Fig. 1c). In agreement with the number of DEG shown in the Venn diagrams, the *copt5-1* and WT seedlings grown under optimal control conditions were distributed far from those grown under severe Cu deficiency. In turn, the seedlings from both genotypes grown under severe deficiency were more separated than those grown under the control conditions (Fig. 1c). 

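Distances between groups were computed over the 2279 genes with an unadjusted p at or below 0.01 in limma's test over the 4 groups, the criterion of Fig. 1c. The mean profiles of -Cu and Control seedlings lay 67.8 log2 units apart in WT and 66.4 in *copt5* (Euclidean distance over these genes). Replicates of the same group lay 26.4 apart on average, from 19.4 in *copt5* Control to 39.5 in WT Control. As the genes were chosen for differing between groups, the distances between groups are larger than those between replicates partly by construction. Over all 24045 genes measured in every group, the Cu distances were 121 in WT and 93.5 in *copt5*, beside a mean of 98.4 between replicates and 205 within WT Control. When WT Control replicate 3 was left out, 5164 genes met the criterion, and the Cu distances were 74.8 and 80.9 beside a mean of 28.9 between replicates.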

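Over the genes of Fig. 1c's criterion, WT and *copt5* lay 34.8 log2 units apart on Control and 47.5 under -Cu, a ratio of 1.36. With each array left out in turn this ratio stayed between 1.02, without WT Control replicate 2, and 1.49, without *copt5* Control replicate 2, and it was 1.46 without WT Control replicate 3. Over all genes the order was the opposite, with distances of 103.5 on Control and 73.6 under -Cu and a ratio of 0.711. On the principal components, *copt5* and WT under -Cu were parted along component 2, where WT lay between 23.3 and 24.6 and *copt5* between -24.3 and -19.4. Component 3 set WT Control replicate 3, with a score of 35.3, apart from the other 11 arrays, the highest of which scored 9.11.

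**Figure D2:**
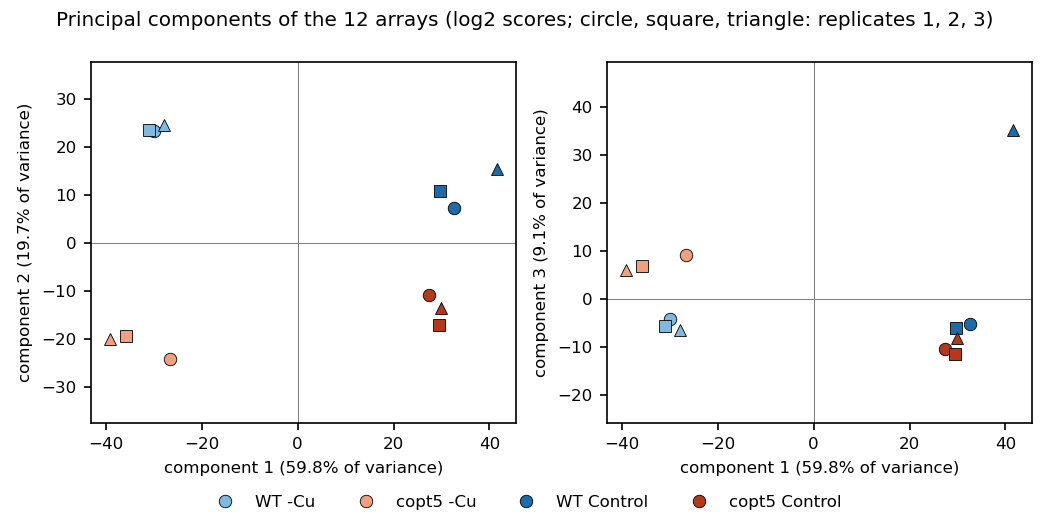
Scores of the 12 arrays on components 1 and 2 (left) and 1 and 3 (right), in log2 units, with the percent of variance of each component on its axis; colours are the 4 groups, and circles, squares and triangles are replicates 1, 2 and 3. The -Cu arrays lie to the left and the Control arrays to the right, and WT Control replicate 3 is the point at 35.3 on component 3.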

A set of DEG, described as Cu-responsive genes, was selected to validate the transcriptomic analysis. The comparison made of the fold-change values from the *Arabidopsis* (V4) gene expression, the Agilent technologies microarrays and the expression values obtained by an RT-qPCR analysis run with these genes (multiple linear regression analysis, r^2^ = 0.89), further indicated that the microarray analysis results were robust and reliable (Fig. S1, Table S1).

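The arrays hold values for the 7 Cu-responsive genes with an r2 in Table S1 (*COPT2*, *COPT5*, *CSD1*, *CSD2*, *FSD1*, *FSD2* and *FSD3*), while the RT-qPCR values were not analysed here. In response to -Cu, 4 of the 7 were DEG in WT and the same number in *copt5*, and the counts were 4 and 4 when adjusted over the list alone. The list was chosen by the study on these samples, so the latter is not independent evidence. *COPT2* (AT3G46900) rose by 2.03 on the log2 scale in WT (SE 0.25, adjusted p = 0.00254) and by 1.96 in *copt5* (SE 0.25, adjusted p = 0.00237), with an interaction of -0.07 (adjusted p = 0.936). *CSD1* (AT1G08830) was at least 8.04-fold lower in WT, and at least 11.1-fold without WT Control replicate 3, with its Control spots saturated on all 3 arrays. It fell by 4.19 on the log2 scale in *copt5* (SE 0.38, adjusted p = 0.000632), where 2 of the 3 Control spots were saturated. *CSD2* (AT2G28190) was at least 10.0-fold lower in WT, at least 13.2-fold without that array, and at least 20.5-fold lower in *copt5*, with all Control spots saturated. *FSD1* (AT4G25100) was at least 7.29-fold higher in WT with all arrays, but at least 6.00-fold without WT Control replicate 3, and rose by 2.66 on the log2 scale in *copt5* (SE 0.33, adjusted p = 0.00208), with the -Cu spots saturated on 3 and 2 arrays. *FSD2* and *FSD3* changed by 0.36 and 0.57 in WT and by 0.23 and 0.28 in *copt5*, below the 1.5-fold threshold. Between genotypes, 0 of the 7 genes were DEG by limma in either medium, and *COPT5* was the 1 gene past the thresholds under -Cu when adjusted over the list alone. The saturated spots could hide a genotype difference of *CSD1* and *CSD2* on Control and of *FSD1* under -Cu. There the probes used differed by 0.67, 0.69 and 0.23, and the second probes of these genes by 0.09, 0.11 and -0.50. Without WT Control replicate 3 *COPT5* was DEG between genotypes in both media, and the counts for Cu stayed at 4 and 4. With other single arrays left out the counts for Cu fell as low as 1 in WT, without WT -Cu replicate 1, and 2 in *copt5*, without *copt5* -Cu replicate 2.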

**Figure 1:**
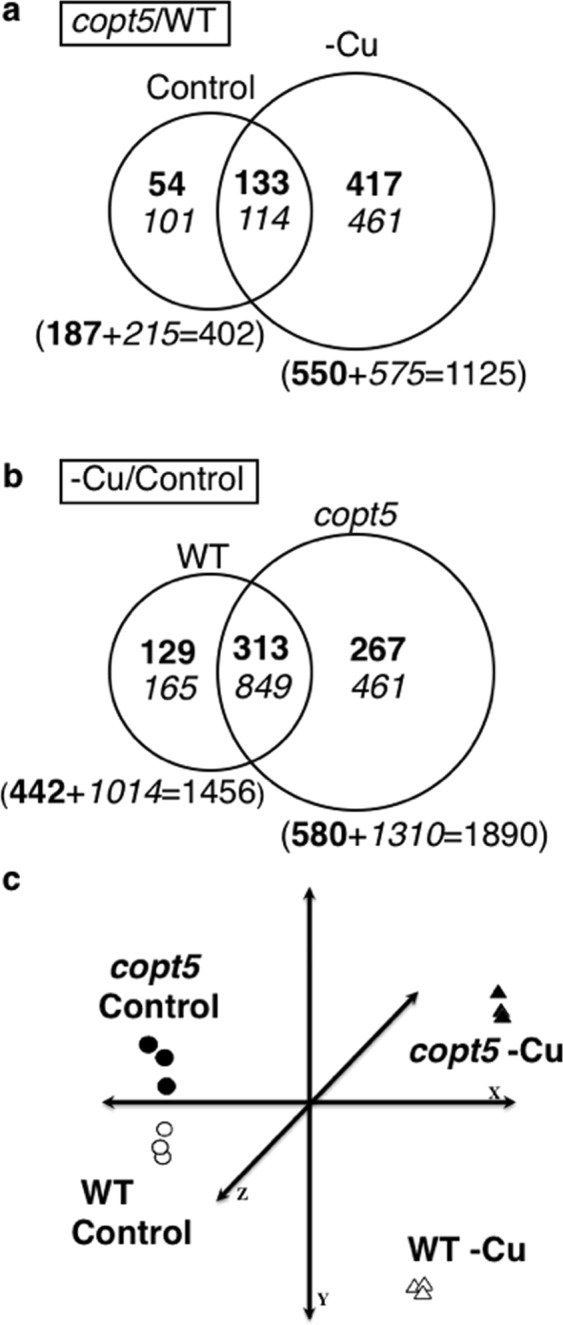
Comparative transcriptomic analyses of the WT and *copt5* mutant seedlings grown under different Cu availability conditions. (**a**) Venn diagrams of the distribution of the differentially expressed genes (DEG) (ANOVA, FDR ≤ 0.01) when comparing *copt5-21* to the WT samples grown under Cu sufficiency (Control) and Cu deficiency (-Cu) media. (**b**) Venn diagrams of the distribution of the DEG when comparing -Cu respect to the Control samples in both the *copt5-2*1 and WT genotypes. The up-regulated (bold) and down-regulated (italics) genes included in these diagrams met a fold-change ≥1.5 cut-off. The numbers in brackets are the sum of all the induced (bold) or repressed (italics) genes under each particular condition. Circle sizes are shown in relation to the total number of DEG for each condition. (**c**) A principal component analysis (PCA), based on the transcriptional profile of the genes that met an ANOVA analysis (*P* ≤ 0.01) from the WT and *copt5*-1 knockout mutant seedlings grown under the Cu sufficiency (Control) and Cu deficiency (-Cu) conditions. The three PCA axes account for 91.37% of the total variance among the genotypes and the Cu availability conditions. Three biological replicates from each condition were used for all the analyses.

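In the analysis of the arrays made here, the 3 principal components of the gene-centred log2 values held 59.8%, 19.7% and 9.11% of the variance, 88.7% together. Without WT Control replicate 3 the sum was 88.9%. Over the alternatives run it lay between 86.2%, with all genes tested, and 93.0%, with the 558 genes whose adjusted p over the 4 groups was at or below 0.01.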

To further analyse the molecular mechanisms involved in the Cu availability response in which COPT5 played a role, we performed a Gene Ontology (GO) analysis by identifying the biological processes significantly under- or over-represented in the DEG obtained for each comparison considered in the Venn diagrams (Table S2). Many biological processes were commonly regulated in both genotypes in response to severe Cu deficiency. This was the case of the responses to biotic, abiotic and hormonal stimuli, and the toxin and lignin catabolic processes, which suggests that Cu availability regulates primary and secondary metabolisms as well as the responsiveness of the plants to the environment (Table S2). 

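The GO annotation behind Table S2 was not used here, and processes were followed through 16 gene sets instead, 15 defined by words in the descriptions printed with the probes and 1 by Table 1, whose genes the study chose on these samples. Each set was tested with limma's camera, which asks whether its genes change more than the other genes, with a preset correlation of 0.01 and adjustment over all 80 tests. In response to -Cu, 6 sets changed in WT and 7 in *copt5* at an adjusted p at or below 0.05. The laccases, 16 genes of lignin metabolism, fell in both genotypes, with a median log2 change of -0.61 in WT (12 of 16 lower, adjusted p = 0.0111) and -0.33 in *copt5* (13 of 16 lower, adjusted p = 0.000784). The 139 disease resistance genes changed by a median of -0.49 in WT (adjusted p = 1.7e-07) and -0.13 in *copt5* (adjusted p = 0.000784), and the 124 auxin genes by -0.15 (adjusted p = 0.0249) and -0.22 (adjusted p = 0.000784). The glutathione S-transferases, a set of 41 genes of toxin metabolism, had a median change of 0.28 in WT (adjusted p = 0.183) and 0.20 in *copt5* (adjusted p = 0.0789), not past the threshold. Heat shock genes (160 genes) changed in neither genotype, with adjusted p = 0.996 and 0.433, and in WT their median of 0.04 and mean of -0.17 differed in sign. The 62 WRKY genes fell in WT, by a median of -0.35 (adjusted p = 0.000357), and had an adjusted p of 0.950 in *copt5*, where camera pointed down beside a median of 0.01. Light harvesting genes such as *CAB2*, *CAB3* and *LHCA1* were saturated on all 12 arrays, where a change can come from the scaling alone. The 58 light harvesting and photosystem genes rose by 0.29 in WT (adjusted p = 0.00144), and not without WT Control replicate 3, where the median was -0.13 (adjusted p = 0.973). Without that array the medians in WT were nearer to 0, at -0.19 for disease resistance (adjusted p = 3.3e-06), -0.08 for WRKY (0.0138), -0.23 for the laccases (0.0374) and -0.07 for auxin (0.0183), all still called, and that of the glutathione S-transferases was -0.10 (0.653). With fry in place of camera, the calls in WT for the WRKY, auxin, disease resistance and Table 1 genes held, and with a correlation estimated for each set only that of the Table 1 genes. In *copt5*, the calls for the auxin genes held under both, and those for the laccases and disease resistance genes under neither. The alternative that moved the counts most was the estimated correlation, with 1 set in WT and 3 in *copt5*.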

A set of biological processes, which were commonly induced or repressed in both genotypes in response to Cu deficiency, showed that in their regulation was enhanced when COPT5 activity was absent. Among the processes affected in the *copt5-1* mutant, we find responses to reactive oxygen species (ROS) and to ethylene signalling. This fact suggests that COPT5 at least plays a partial role in their regulation. Moreover, the GO analysis also highlighted that the biological processes that were modulated only in the *copt5-1* mutant when grown under Cu deficiency (Table S2), which suggests a primary role for COPT5 in their regulation. This pattern included the cellular carbohydrate, sulphur and glucosinolate metabolic processes, oligopeptide transport, transition metal ion transport and, more specifically, the Fe ion transport.

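The peroxidases, 91 genes taken here for the response to ROS, did not pass the threshold in any comparison with all 12 arrays. Under -Cu their median difference between *copt5* and WT was 0.08 (adjusted p = 0.122), and in response to -Cu the adjusted p was 0.615 in WT and 0.864 in *copt5*, where medians of 0.07 and 0.09 stood beside means of -0.30 and -0.01. The 51 ethylene genes differed between *copt5* and WT under -Cu by a median of 0.10 (30 of 51 higher, adjusted p = 0.0244), a call that held under neither fry nor the estimated correlation. Their response to -Cu had an adjusted p of 0.0569 in WT and 0.129 in *copt5*, with medians of -0.08 and -0.06, where fry called it (adjusted p = 0.0386), and their interaction of genotype and Cu an adjusted p of 0.534, with a median of -0.07 and a mean of 0.19. The interaction of the peroxidases had an adjusted p of 0.240, with a median of -0.01 and a mean of 0.29. Without WT Control replicate 3 the interaction of both sets passed the threshold, with a median of 0.07 (adjusted p = 0.0348) for the peroxidases and 0.10 (adjusted p = 0.0239) for the ethylene genes. Over all alternatives the adjusted p of these interactions lay between 0.00477 and 0.883 and between 0.0239 and 0.937. Without that array the response of the ethylene genes in WT also passed, with an adjusted p of 0.000229.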

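The 14 genes described with glucosinolate or myrosinase were lower in *copt5* than in WT under -Cu, by a median log2 difference of -0.69 (13 of 14 lower, adjusted p = 1.0e-09). In response to -Cu they fell in *copt5* by a median of -0.51 (9 of 14 lower, adjusted p = 0.00709) and had a median of 0.13 in WT (adjusted p = 0.139), and the interaction had a median of -0.62 (adjusted p = 0.000195). The interaction and the difference under -Cu also held under fry and with the estimated correlation, the fall in *copt5* only under fry, and fry also called a rise in WT (adjusted p = 0.000167). The 19 oligopeptide or peptide transporters were higher in *copt5* under -Cu by a median of 0.41 (14 of 19 higher, adjusted p = 0.000195), a call that held under both other tests. They rose in response to -Cu by 0.26 in *copt5* (adjusted p = 0.000195) and had a median of 0.32 in WT (adjusted p = 0.123), and fry also called the rise in WT. The median in WT was -0.02 (adjusted p = 0.286) without WT Control replicate 3. Their interaction, with a median of 0.18 (adjusted p = 0.0312), held under neither other test, and was 0.23 (adjusted p = 0.00185) without that array. Carbohydrate and sulphur metabolism were not analysed here.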

### Fe-related genes are induced in *copt5* under Cu starvation

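The set of metal transport genes, whose descriptions name copper, iron, zinc or metal together with transport, held 42 tested genes. In response to -Cu it rose in *copt5*, by a median log2 change of 0.12 and a mean of 0.35 (27 of 42 genes higher, adjusted p = 0.0127), and had a median of 0.11 and a mean of -0.01 in WT (23 of 42 higher, adjusted p = 0.538). The difference between these responses, the interaction, had an adjusted p of 0.139 with all 12 arrays and 0.00585 without WT Control replicate 3, within a range of 0.00585 to 0.571 over all alternatives. Under -Cu the set was higher in *copt5* than in WT by a median of 0.10 (29 of 42 higher, adjusted p = 0.0435), and was called so under 9 of 21 alternatives. The rise in *copt5* held under fry but not with the estimated correlation, and the difference under -Cu under neither.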

In the context of this work, the transition metal ion transport process, induced in *copt5* seedlings in response to Cu deficiency, merits spetial mention. This response might suggest an altered metal and stress response in the *copt5* mutant when Cu is scarce. Therefore, we further investigated the genes included in this process, and found that the genes encoding Cu and Zn transporters and Cu-related proteins (*COPT2*, *HMA2*, *COPT1*, *CCH*, *TCP1* and *ZIP11*), as well as Fe transporters (*OPT3*, *YSL2*, *YSL3* and *NRAMP4*), were induced in *copt5* under Cu deficiency (-Cu) conditions (Table 1). Specifically, these Fe transporters are included in the Fe ion transport biological process and their regulation suggests a role for the COPT5 function in the connection previously reported between Cu and Fe homeostasis^3–5,14^.

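All 13 genes of Table 1 were tested, and the list was chosen by the study on these samples. In *copt5* all 13 were higher under -Cu than on Control, by 0.60 to 3.13 on the log2 scale with a median of 1.33, and 8 were DEG (*OPT3*, *CCH*, *COPT2*, *GLR3.5*, *HMA2*, *CAX3*, *YSL2* and *YSL3*), or 11 when adjusted over the list alone. In WT 12 of the 13 were higher, with a median of 0.79, and 4 were DEG (*CCH*, *COPT2*, *YSL2* and *YSL3*), or 7 over the list alone. *CCH* (AT3G56240) rose by 1.79 in WT (SE 0.26, adjusted p = 0.00532) and 1.91 in *copt5* (SE 0.26, adjusted p = 0.00313), and *HMA2* (AT4G30110) by 0.95 (SE 0.22, adjusted p = 0.0496) and 1.49 (SE 0.22, adjusted p = 0.00522). *COPT1*, *ZIP11* and *TCP1* rose by 0.67, 0.77 and 0.60 in *copt5* and by 0.61, 0.79 and 0.52 in WT, with adjusted p between 0.0535 and 0.217. The interaction was not past the thresholds for any of the 13 by limma, over all genes or over the list alone, with adjusted p at or above 0.777. Between genotypes, 0 of the 13 were DEG on Control and 0 under -Cu. Under -Cu 12 of the 13 were higher in *copt5* than in WT, with a median difference of 0.35, and for *OPT3* and *NRAMP4* it was above 1.5-fold, while *TCP1* differed by -0.07 (SE 0.15, adjusted p = 1). The number of genes higher under -Cu was also 12 after each scaling alternative, and 9 with the authors' log2 table. The counts of DEG without WT Control replicate 3 were 13 for Cu in *copt5* and 5 in WT, and 1 between genotypes under -Cu, with 2 over the list alone. Leaving out *copt5* -Cu replicate 2 lowered the count in *copt5* to 1, and leaving out WT -Cu replicate 1 that in WT to 1.

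**Figure D3:**
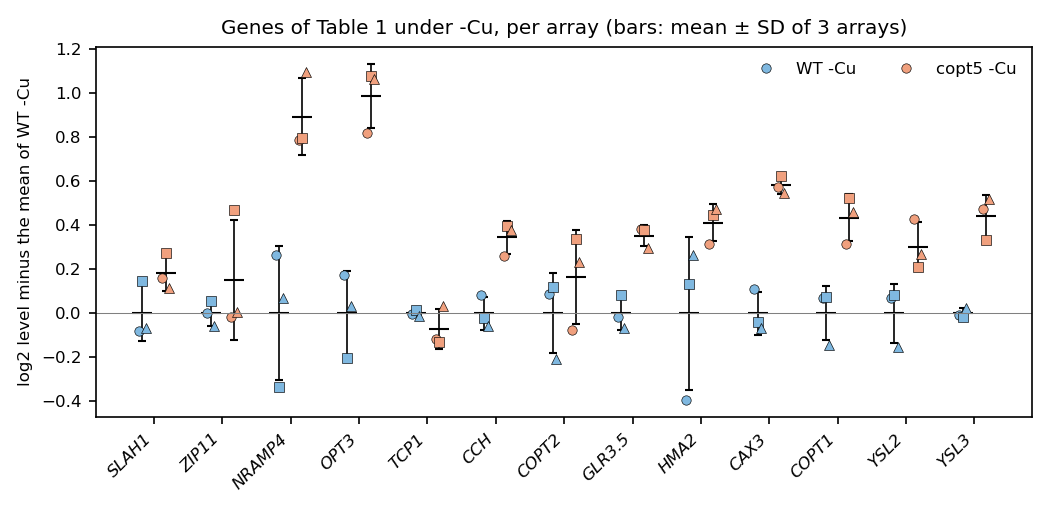
Log2 level of the 13 genes of Table 1 on each -Cu array, relative to the mean of WT -Cu; circles, squares and triangles are replicates 1, 2 and 3, and bars are the mean ± SD of 3 arrays. The mean of *copt5* lies above that of WT for 12 of the genes, by 0.99 for *OPT3*, and below it for *TCP1*; with the authors' log2 table it lies above for 9.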

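*OPT3* (AT4G16370, chromosome 4) had a log2 level of 2.04 ± 0.19 (SD, n = 3) in WT and 3.03 ± 0.15 in *copt5* under -Cu, a difference of 0.99 (SE 0.25, adjusted p = 0.118) with every *copt5* array above every WT array. On Control the levels were 1.38 ± 0.57 and 1.52 ± 0.07, a difference of 0.14 (SE 0.25, adjusted p = 0.742). Without WT Control replicate 3 the difference under -Cu passed the thresholds (adjusted p = 0.00122), and over all alternatives its adjusted p lay between 0.00122 and 1. Its interaction of genotype and Cu was 0.85 (adjusted p = 0.777), and 1.17 (adjusted p = 0.0397) without that array, which passed the thresholds over the list alone. *YSL2* (AT5G24380) rose under -Cu by 3.02 in WT (SE 0.14, adjusted p = 1.0e-05) and by 3.13 in *copt5* (SE 0.14, adjusted p = 9.2e-06), with an interaction of 0.11 (adjusted p = 0.822). *YSL3* (AT5G53550) rose by 1.35 in WT (SE 0.22, adjusted p = 0.00972) and 1.33 in *copt5* (SE 0.22, adjusted p = 0.00900), with an interaction of -0.02 (adjusted p = 0.978). The calls for *YSL3* were lost when most single arrays were left out, and held in 2 of 12 such fits in each genotype, including that without WT Control replicate 3 (adjusted p = 0.000781 and 7.5e-05). From the regulation of these Fe transporters in *copt5*, the paper proposes a role for COPT5 in the connection between Cu and Fe homeostasis.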

**Table 1:** The transition ion metal transporters genes affected in the *copt5* mutant. Differentially expressed genes were identified by applying a false discovery rate (FDR) below 1% and a 1.5-fold change (log_2_ |1.5|).

Locus	Short name	Description	*copt5* + Cu/WT + Cu	*copt5* −Cu/WT −Cu	WT −Cu/WT + Cu	*copt5* −Cu/*copt5* + Cu
AT1G62280	SLAH1	SLAC1 homologue 1	−1.31	1.12	1.55	2.28
AT1G55910	ZIP11	zinc transporter 11 precursor	−1.20	1.18	1.45	2.06
AT5G67330	NRAMP4	natural resistance associated macrophage protein 4	−1.14	1.86	1.27	2.69
AT4G16370	OPT3	oligopeptide transporter	−1.13	2.00	1.26	2.83
AT1G26230	TCP1	TCP-1/cpn60 chaperonin family protein	−1.08	−1.04	1.46	1.51
AT3G56240	CCH	copper chaperone	−1.08	1.25	2.84	3.84
AT3G46900	COPT2	copper transporter 2	−1.05	1.12	3.27	3.85
AT2G32390	GLR3.5	glutamate receptor 3.5	−1.04	1.28	1.44	1.94
AT4G30110	HMA2	heavy metal atpase 2	1.05	1.35	2.16	2.77
AT3G51860	CAX3	cation exchanger 3	1.05	1.51	1.46	2.10
AT5G59030	COPT1	copper transporter 1	1.06	1.36	1.25	1.60
AT5G24380	YLS2	YELLOW STRIPE like 2	1.13	1.23	7.97	8.71
AT5G53550	YSL3	YELLOW STRIPE like 3	1.14	1.37	2.09	2.52

To gain deeper insights into this interaction, the expression analyses of both the representative genes of this biological process and of a set of well-established Fe deficiency related genes was performed by qRT-PCR (Figs. 2, S2 and S3). As expected for a well-known Cu deficiency marker, *COPT2* expression was highly induced under Cu scarcity in both the WT and the *copt5* (Fig. 2). *NRAMP4*, involved in Fe remobilisation from the vacuole^18^, was also up-regulated in the *copt5* mutant compared to the WT under Cu deficiency (Fig. 2). Likewise, *OPT3*, which is involved in the long-distance signalling of the Fe status^34^, and *YSL3*, involved in Fe uptake into the cells^34,38^, were both up-regulated under Cu deficiency in the *copt5* mutant (Fig. 2). We extended these analyses to a set of genes involved in Fe homeostasis, such as the Fe transporters *IRT1* and *YSL1*, Fe reductases *FRO2* and *FRO3*, and transcription factors *FIT*, *BRUTUS* (*BTS*), *bHLH38*, *bHLH39*, *bHLH100* and *bHLH101*. All these genes, except *FIT*, were up-regulated in *copt5* under Cu deficiency compared to the WT seedlings (Figs S2, S3). These results reinforced the idea that Fe homeostasis is altered under low Cu availability in the *copt5* mutant.

**Figure 2:**
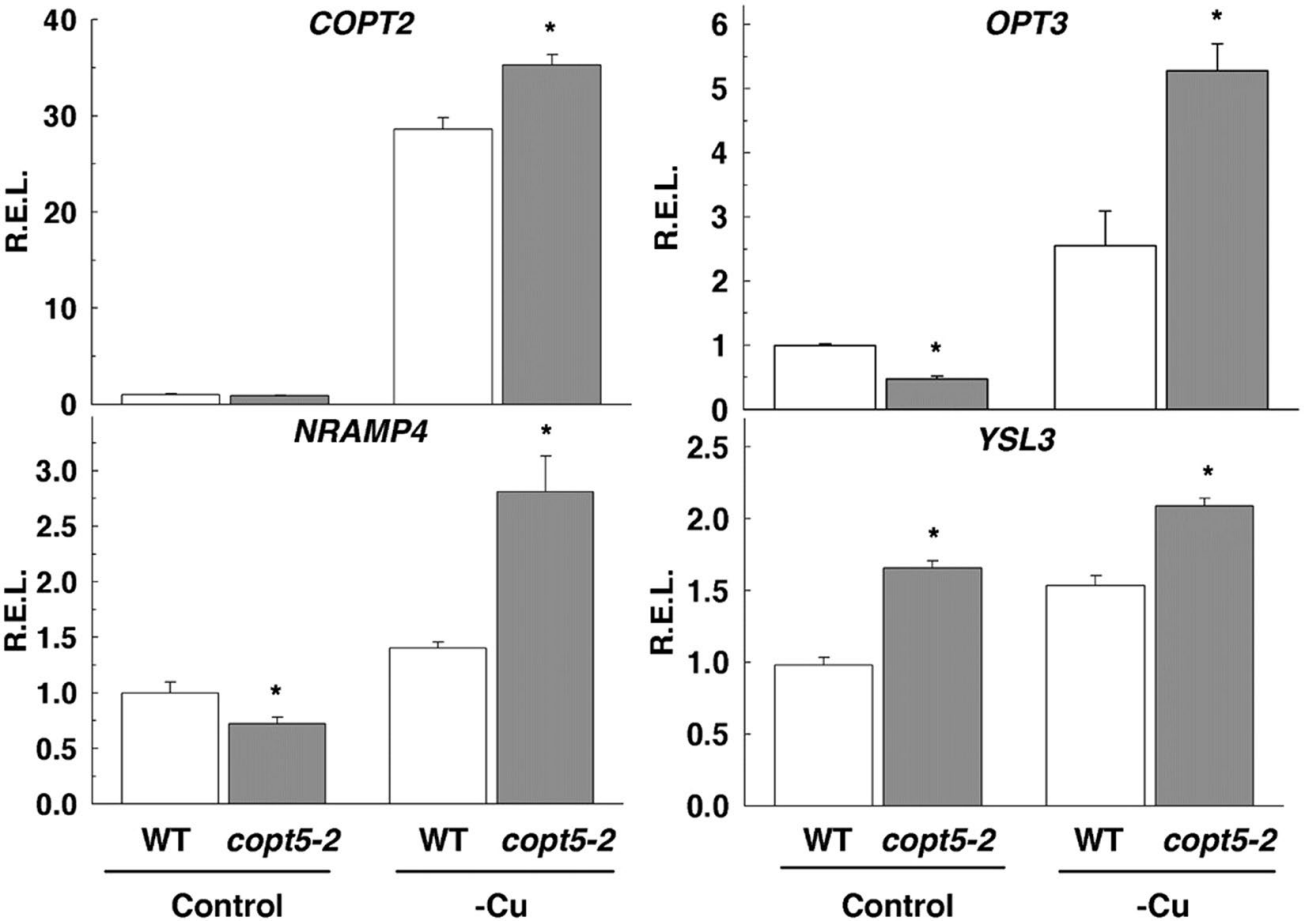
Cu-dependent regulation of the metal-related DEG in the *copt5* mutant. The relative expression levels (R.E.L) of the *COPT2, NRAMP4, OPT3 and YSL3*, genes were determined by qRT-PCR in the 7 day-old WT seedlings grown under Cu sufficiency (Control) and Cu deficiency (-Cu) in the WT (white bars) and *copt5-2* (grey bars). The *mRNA* levels are expressed as relative expression in relation to the WT under control conditions. Bars correspond to arithmetic means (2^−∆∆Ct^) ± standard deviation (SD) (n = 3). For each particular gene, *Indicates statistical differences (P < 0.05) between the values of the WT and *copt5-2* mutant in each condition.

### *COPT5* expression depends on Fe availability

To further address a putative role of COPT5 in Fe homeostasis, *COPT5* expression was checked at different metal conditions (Fig. 3). To this end, 7-day-old *pCOPT5::GUS* transgenic plants were grown under Cu and Fe sufficiency (Control), Cu deficiency (-Cu) and Fe deficiency (-Fe) to show GUS histological activity (Fig. 3a,b). Under metal sufficiency, the *GUS* signal was widely present in roots, especially in the root central cylinder (Fig. 3a). On the contrary, the *COPT5* promoter under Cu deficiency was active mainly in vascular bundles of the cotyledons, cortex and endodermis tissues at the root (Fig. 3b). However, *COPT5* expression disappeared from roots and concentrated in the crown of seedlings grown under Fe deficiency (Fig. 3).

**Figure 3:**
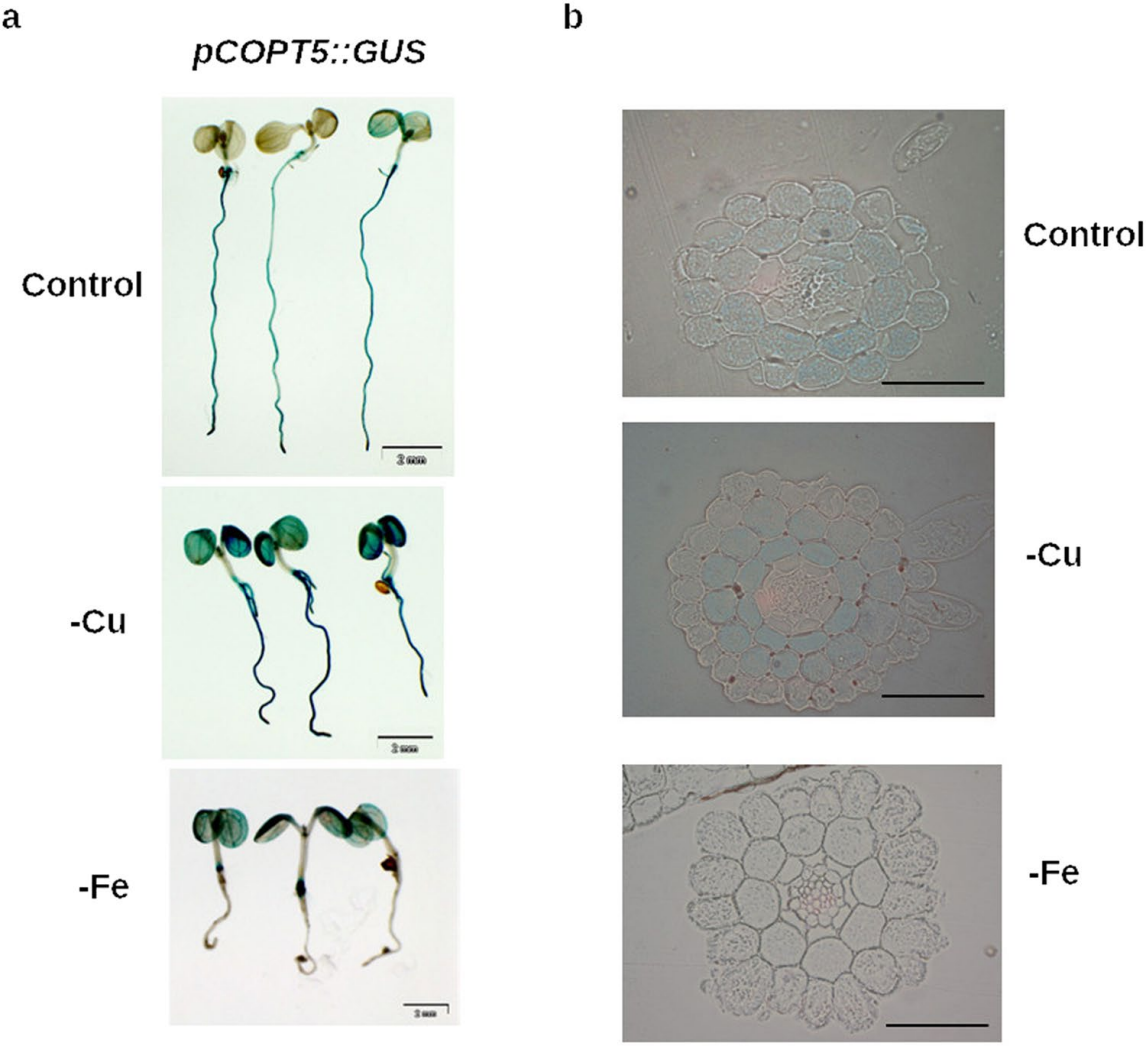
Effect of Fe and Cu deficiencies on *COPT5* gene spatial regulation. (**a**) The *COPT5* expression pattern in the *Arabidopsis pCOPT5::GUS* transgenic plants. GUS staining in three representative 7-day-old seedlings grown under Cu and Fe sufficiency (Control), Cu deficiency (-Cu) and Fe deficiency (-Fe). (**b**) Cross sections of the GUS-stained roots shown in (**a**).

To further dissect a putative COPT5-mediated Cu-Fe crosstalk, we examined the development of WT and *copt5* seedlings at variable Cu and Fe conditions (Fig. 4). Under the control conditions, the root length of the WT and *copt5* plants was indistinguishable. As formerly reported^15^, the *copt5* mutant is more sensitive to severe Cu deficiency (-Cu) than WT seedlings by showing a 50% reduction of root length compared to the WT, and regardless of Fe concentration (Fig. 4, bottom panel). *copt5* is also more sensitive than the WT to Fe deficiency by displaying reduced root length according to Cu availability (Fig. 4).

**Figure 4:**
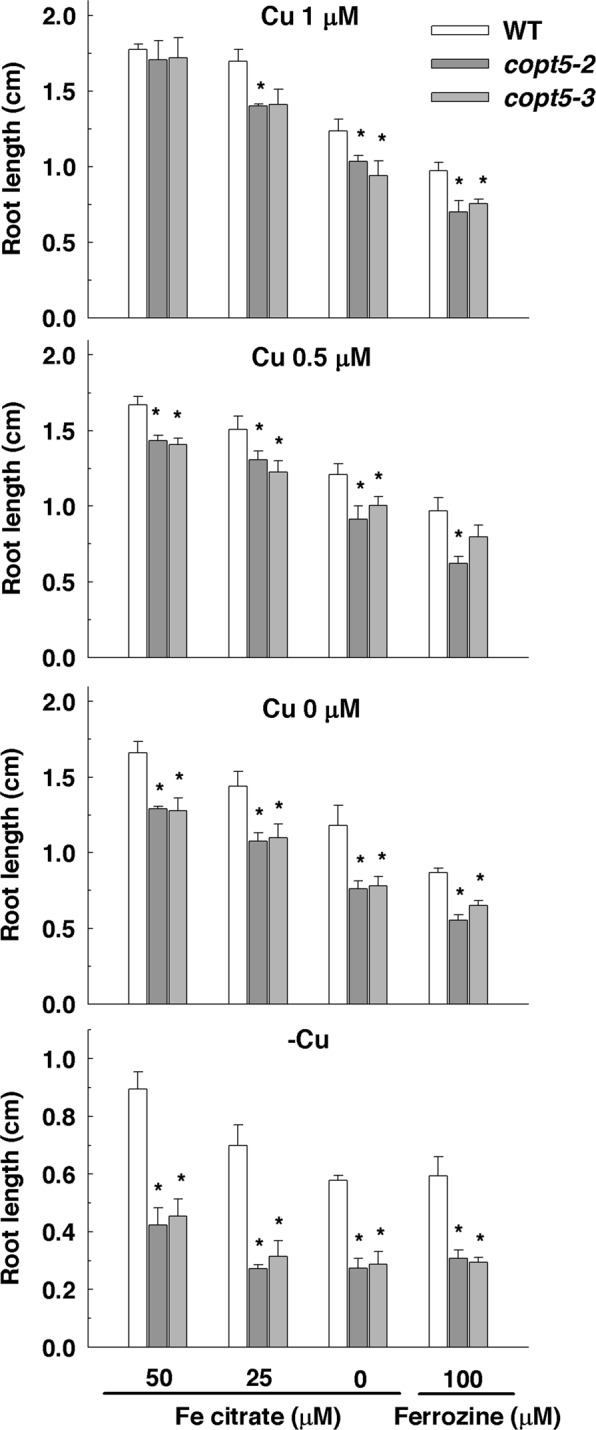
Root length of the *copt5* seedlings grown at different Cu and Fe availabilities. Root length of the 7 day-old plants WT, *copt5-2* and *copt5-3* seedlings grown under Fe deficiency (Ferrozine 100 µM), Fe mild deficiency (Fe-citrate 0 µM and Fe-citrate 25 µM) and Fe sufficiency (Fe-citrate 50 µM), and in the presence of Cu sufficiency (1 µM Cu), mild Cu deficiency (0.5 and 0 µM Cu) and severe Cu deficiency (100 µM BCS; -Cu). *Indicates statistical differences (P < 0.05) according to Tukey´s test. Bars are means ± SD of three replicates of at least 15 plants.

To elucidate whether the involvement of COPT5 in the regulation of the Cu-Fe crosstalk was specific of a vacuolar Cu transporter, we compared the root lengths of the WT, *copt5* and plasma membrane *copt* mutants (*copt1*, *copt2*, *copt6* and *copt1copt2copt6*) grown under the control, Cu deficiency and Fe deficiency conditions (Fig. S4). Under Fe deficiency, only the *copt5* mutant was affected and it displayed a significantly exacerbated sensitivity to Fe shortage (Fig. S4).

### The vacuolar Fe transporter *nramp3nramp4* mutant is highly sensitive to Cu deficiency

Similarly to COPT5, but in relation to Fe instead of to Cu, NRAMP4 is a vacuolar Fe transporter induced by Fe deficiency that is involved in Fe starvation responses^18^. By taking into account that *NRAMP4* expression is differentially regulated in the *copt5* mutant depending on Cu status (Fig. 2), we wondered whether the *nramp4* knockout mutant might be sensitive to Cu availability in the growth media. The *nramp4* mutant was grown under metal sufficiency (Control), and also under mild (0 Cu), severe Cu deficiency (-Cu) and Fe deficiency (-Fe), and displayed no evident growth defects (Fig. 5a,b). NRAMP3 has been described as being functionally redundant with NRAMP4 and, therefore, the *nramp3nramp4* double mutant showed a stronger phenotype under Fe deficiency^18^. Accordingly, *nramp3nramp4* was found to be highly sensitive to mild and severe Cu deficiency by showing a drastically reduced root length (31% and 83% reduction compared to the WT, respectively) (Fig. 5a,b).

**Figure 5:**
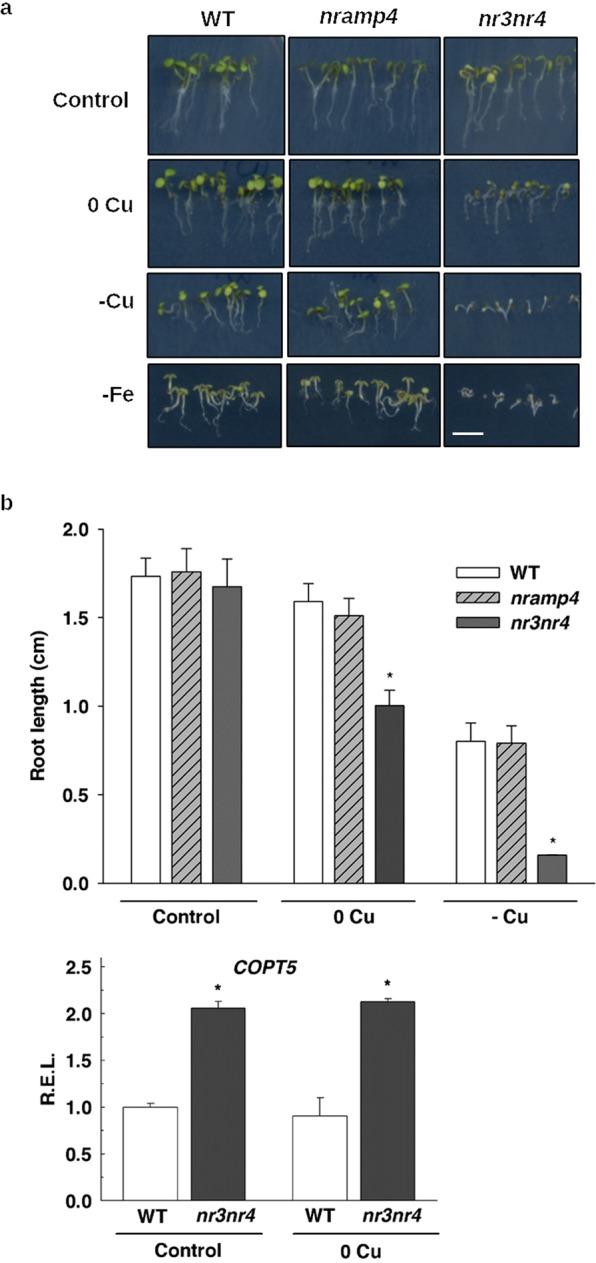
Characterisation of the *nramp4* and *nramp3nramp4* seedlings under Cu deficiency. (**a**) Photographs of the 7 day-old WT, *nramp4* and *nramp3nramp4* (*nr3nr4*) seedlings grown under Cu sufficiency (Control), mild (0 Cu), severe Cu deficiency (-Cu) and Fe deficiency (-Fe). Bar scale corresponds to 1 cm. (**b**) Root length of the plants shown in (**a**) except -Fe. *Indicates statistical differences (P < 0.05) according to Tukey’s test. Bars are means ± SD of three replicates of at least 15 plants. (**c**) Analysis of the *COPT5* relative expression levels (R.E.L.) in the 7 day-old WT and *nr3nr4* seedlings grown under Cu sufficiency (Control) and Cu scarcity (no added CuSO_4_; 0 Cu). Bars correspond to arithmetic means (2^−∆∆Ct^) ± SD (n = 3). *Indicates statistical differences (P < 0.05) in relation to the WT and *nr3nr4* mutant in each condition.

Although *NRAMP4* was induced under Cu deficiency conditions in the *copt5* seedlings (Fig. 2), *NRAMP3* showed no statistical differences between genotypes, although its expression was enhanced by Cu deficiency in both the WT and *copt5* seedlings (Fig. S5a). In addition, *COPT5* expression increased in the *nramp3nramp4* mutant regardless of the Cu availability in the medium (Fig. 5c). We also assessed the effect of Cu deficiency on the *pNRAMP4::GUS* spatial expression pattern (Fig. S5b). The *NRAMP4* promoter drove *GUS* expression to roots under both Cu and Fe deficiency. In accordance with *COPT5*, *NRAMP4* expression was also concentrated on the crown of seedlings under Fe deficiency.

### Superoxide dismutase metalloprotein substitution does not account for the metal mobilization in the *copt5* mutant

The best-known example for the Cu-Fe interaction is SODs metalloprotein substitution. While *FSD1*, which encodes the FeSOD, is expressed under Cu deficiency, *CSD2* and *CSD1*, which respectively encode chloroplastic and cytosolic Cu/Zn SODs, are mostly expressed under Cu sufficiency^6^. We analysed the SODs expression in the WT and *copt5* mutant at different Cu and Fe concentrations in the media (Figs 6a, S6a). In agreement with the exacerbated Fe deficiency experienced in the *copt5* mutant, *FSD1*, *FSD2* and *FSD3* expressions were lower in the mutant than in the WT subjected to Cu deficiency (Figs 6a, S6a). Regarding *CSDs*, a decrease in *CSD1* and *CSD2* mRNAs were measured in the *copt5* mutants in relation to the WT under metal sufficiency (Figs 6a, S6a). Moreover, *CSD1* expression lowered in the *copt5* mutant under Fe deficiency (Figs 6a). Altogether, these results indicate a defect in SOD substitution as both SODs levels were lower in the *copt5* mutant.

**Figure 6:**
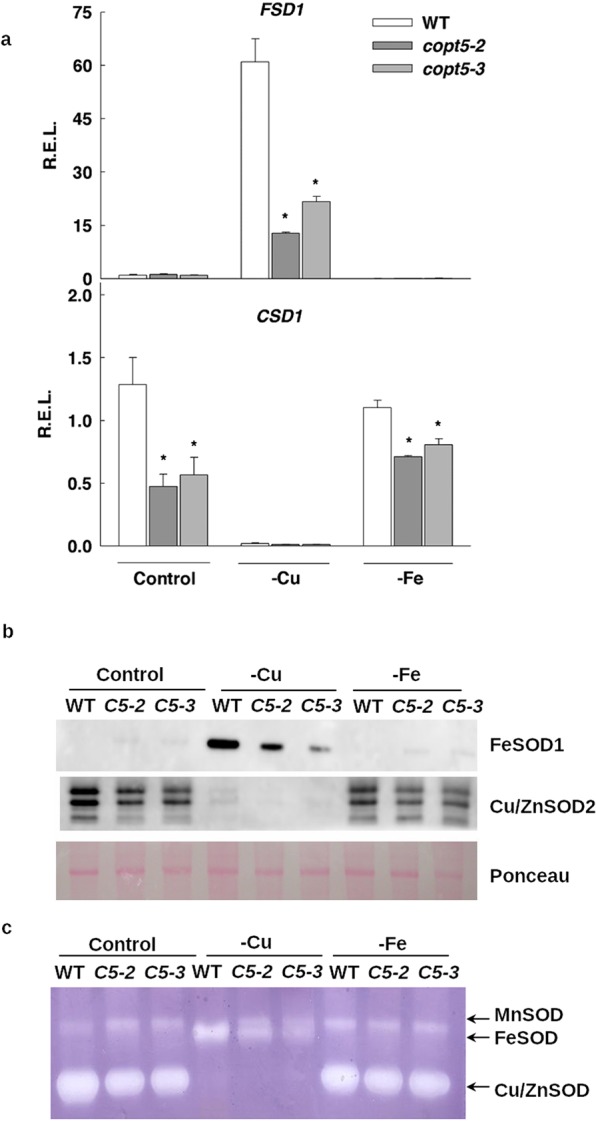
Effect of Cu availability on SOD regulation in the *copt5* mutants. (**a**) The *FSD1* and *CSD1* relative expression levels (R.E.L.) in relation to the WT under control conditions. The qRT-PCR analysis done on the 7 day-old WT, *copt5-2* and *copt5-3* seedlings grown under the same conditions used in Fig. 3. Bars correspond to arithmetic means (2^−∆∆Ct^) ± SD (n = 3). *Indicates statistical differences (P < 0.05) in relation to the WT and *copt5* mutants in each condition. (**b**) SOD immuno-detection. Soluble protein extraction was performed with the 7 day-old WT, *copt5-2* (C5–2) and *copt5-3* (C5–3) seedlings grown under the same conditions used in Fig. 3. Immuno-detection of FSD1 and CSD2 using 35 µg of protein extract. Ponceau staining is shown as a loading control. For the complete blots, see Fig. S10. (**c**) The SOD enzyme activities analysed in the native gels loaded with 100 µg of protein extract. The gel was stained for total SOD activity. Full-length blots/gels and replicates are presented in Supplementary Figure S9.

Next we assessed the accumulation of SOD proteins by immunoblot (Fig. 6b) and tested their enzymatic activity with gel assays (Fig. 6c). The FeSOD1 protein content and FeSOD activity in gels decreased in the *copt5* mutant under Cu deficiency conditions, which agrees with the mRNA accumulation pattern (Fig. 6a). Regarding Cu/ZnSOD, and according to the mRNA accumulation, a low level of protein and activity were also observed in the *copt5* mutants compared to the WT under Cu sufficiency and Fe deficiency (Fig. 6). Therefore, these data suggest that the *copt5* mutant has impaired SOD substitution which might result in exacerbated oxidative stress in this genotype.

Next SOD expression was examined in the *nramp3nramp4* mutant (Fig. S7). Similarly to the results observed in the *copt5* mutant, Cu/ZnSODs were reduced in the *nramp3nramp4* mutant under Cu suficiency. In contrast, the *FSDs* transcript levels did not decrease under Cu deficiency conditions in this mutant (Fig. S7a). However, the protein level and SOD activity showed an unexpected result under the control conditions. Cu/ZnSOD protein content and activity were not detected in the *nramp3nramp4* mutant. FeSOD activity and protein accumulation (Fig. S7b,c) did not correlate with the transcript levels (Fig. S7a). These results deserve further reasearch in order to understand the putative post-transcriptional responsive mechanisms operating in FeSOD activity in the *nramp3nramp4* mutant.

To summarise, under the experimental conditions used herein, the regulation of SOD activity was defective in both the *copt5* and *nramp3nramp4* mutants (Figs. 6, S6, S7). Whereas FeSOD activity in the *copt5* mutant was lower than the WT under Cu deficiency conditions, its activity in the *nramp3nramp4* mutant was present under the control conditions. Despite the described defects, these results exclude the possibility of attributing the differential use of metals in the *copt5* and *nramp3nramp4* mutants for the corresponding SOD substitutions.

### The COPT5 function affects Fe localisation and consumption during the germination process

Metal reallocation could be another factor that explains the altered Cu-Fe interaction observed in the *copt5* mutant. Since *copt5* plants exhibit defects in Cu long-distance transport^16^, we wondered if they also had problems in Fe translocation. In order to follow the fate of Fe in the *copt5* mutant, we used Perls/DAB staining on 3-day-old seedlings, as Fe is rapidly remobilised in plants after the germination process^39^. A lower Fe in seedlings was observed in the *copt5* mutant compared to the WT, *copt2* and *copt1copt2copt6* mutants in the 3-day-old seedlings (Fig. 7a), which suggests a connection between the vacuolar Cu transport and Fe distribution.

**Figure 7:**
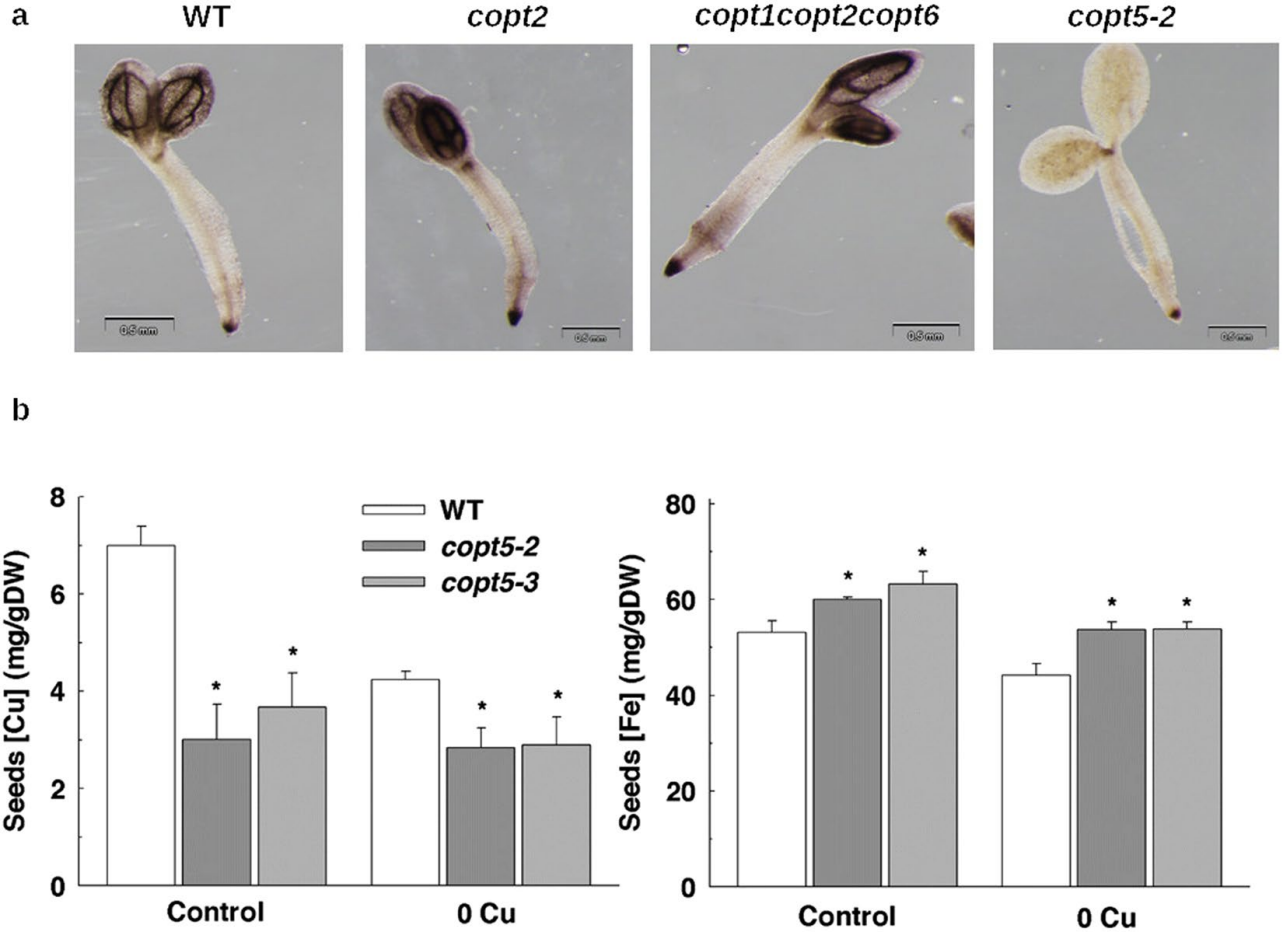
Fe localisation in the *copt* seedlings and metal concentrations in *copt5* seeds. (**a**) Perls/DAB staining of the 2 day-old WT, *copt2*, *copt1copt2copt6* and *copt5* seedlings grown in ½ MS liquid medium. Fe staining appears in black. (b) Cu and Fe contents in the seeds harvested from adult plants watered with Hoagland’s solution with 0.01 µM CuSO_4_ (Control) or without Cu supplementation (0Cu). *Indicates statistical differences (P < 0.05) according to the t-test. Bars are means ± SD of three replicates of 15 mg of dry weight from seed.

Metal contents were determined in the WT and *copt5* seeds harvested from the plants grown in the greenhouse with different Cu supplies (Fig. 7b). In general, both Cu and Fe contents were lowered under Cu deficient conditions. As expected, the *copt5* seeds contained less Cu than the WT seeds, and regardless of Cu availability in the medium. However, Fe accumulation was slightly higher in the *copt5* seeds compared to the WT (Fig. 7b).

Therefore, the *copt5* mutant showed enhanced Fe content in seeds (Fig. 7b), but lacked Fe staining in the 3-day-old seedlings (Fig. 7a). To better understand this fact, we first checked the localisation of Fe in dry seed embryos (Fig. 8a), where a similar Fe pattern was displayed in the WT and in the *copt5* and *nramp3nramp4* mutants. Secondly, Fe staining was detected in cotyledons after 3 days of post-germinative growth (Fig. 8b). Fe is visualised in the WT as spots, which are the vacuoles where stored, and in the *nramp3nramp4* mutant, where Fe remained localised in the vacuoles because it was unable to remobilise the metal^39^. However, less Fe staining was detected in the vacuoles of the *copt5* mutant (Fig. 8b) despite it being present in the embryo vascular bundles (Fig. S8a). *COPT5* expression was also assessed in embryos by a GUS assay (Fig. S8b). These results suggest that the consumption of vacuolar Fe was accelerated in the *copt5* mutant and that the COPT5 function might play a role in Cu-dependent Fe mobilisation during the germination process.

**Figure 8:**
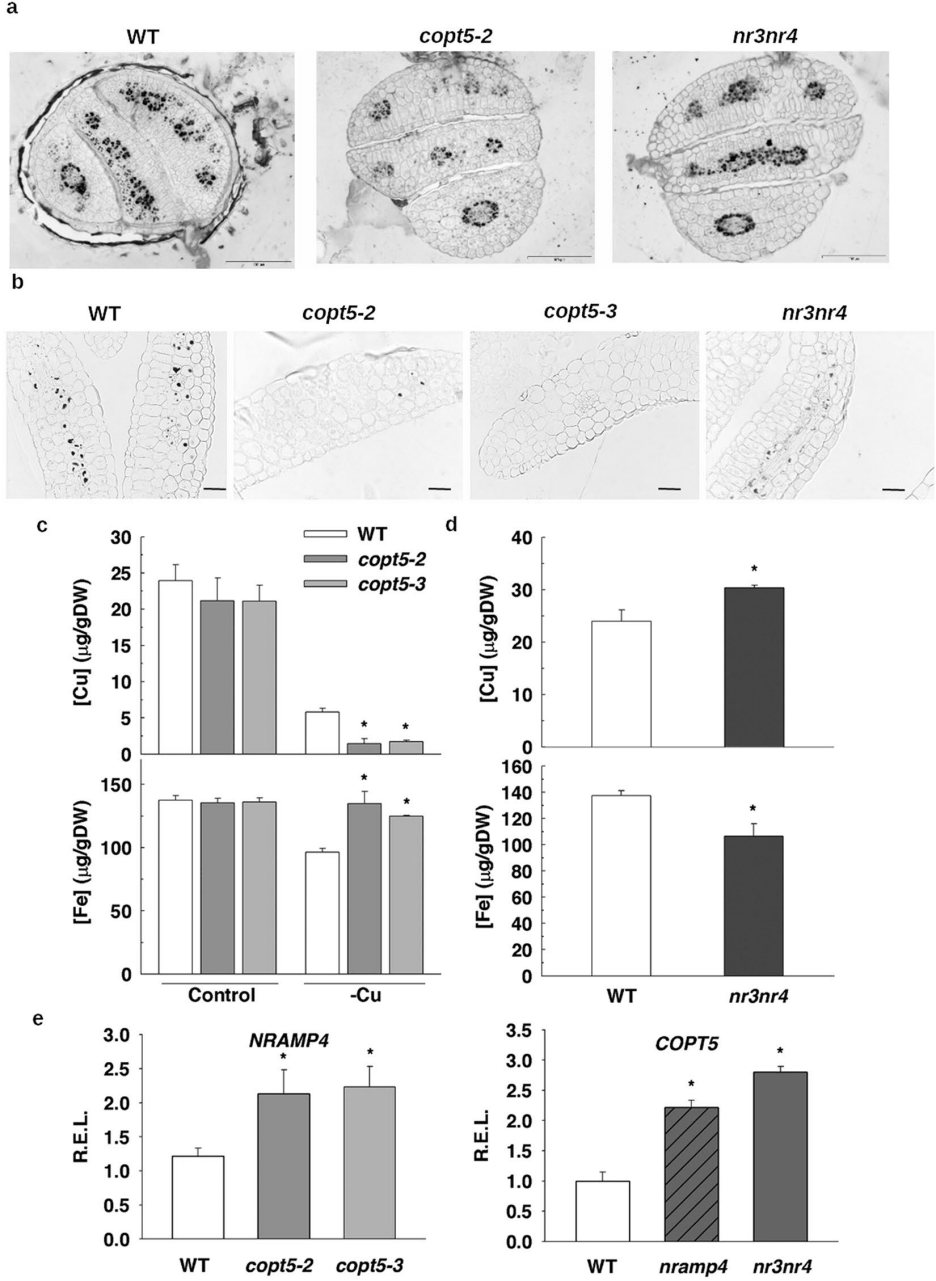
Fe localization and metal content in the *copt5* and *nramp3nramp4* mutants. (**a**) Perls/DAB staining of the dry seeds from WT, *copt5-2* and *nramp3nramp4* (*nr3nr4*). (**b**) Perls/DAB staining of the cotyledon sections from the 3 day-old seedlings from WT, *nramp3nramp4* (*nr3nr4*)*, copt5-2* and *copt5-3* grown under Cu sufficiency control conditions. Cu and Fe contents in the cotyledons from *copt5* (**c**) and *nramp3nramp4* (*nr3nr4*) (**d**) from the seeds grown as mentioned in the Methods section. (**e**) The relative expression levels (R.E.L.) of the *NRAMP4* and *COPT5* genes were determined by qRT-PCR in the 3 day-old WT seedlings grown under the control conditions in the *copt5-2* and *copt5-3* mutants (left) and the *nramp4* and *nramp3nramp4* (*nr3nr4*) mutants (right). The *mRNA* levels are expressed as relative expression in relation to the WT under control conditions. Bars correspond to arithmetic means (2^−∆∆Ct^) ± standard deviation (SD) (n = 3). *Indicates statistical differences (P < 0.05) between the values of the WT and the mutants in each condition.

Next we analysed both Cu and Fe content in the cotyledons from the seedlings grown under different Cu and Fe conditions (Fig. 8c). Whereas the *copt5* cotyledons showed lower Cu content under Cu deficiency, they contained more Fe (Fig. 8c) despite the *copt5* mutant exhibiting exacerbated sensitivity to Fe deficiency (Fig. 4). The metal content analysis in the *nramp3nramp4* mutant showed the opposite pattern (Fig. 8d). Whereas Cu content was higher in the mutant than in the WT cotyledons, Fe content lowered in the *nramp3nramp4* mutant (Fig. 8d), which suggests the Fe-Cu interconnection functioning in both ways. This interdependence of both metals was further illustrated at the gene expression level as *NRAMP4* expression was significantly induced in the 3-day-old *copt5* mutant seedlings, as well as *COPT5* is in the double *nramp3nramp4* mutant (Fig. 8e). These results matched the higher Fe content found in the *copt5* mutant seeds (Fig. 7b), and suggest that increased NRAMP-dependent Fe remobilisation from the vacuolar pools could perhaps serve for extracellular translocation.

## Discussion

Extensive studies on Fe deficiency responses in plants have been reported^28,40,41^ but understanding how plants acclimate to low Fe levels under other metal deficiencies, such as Cu, remains obscure. The mechanistic insight into how Fe and Cu homeostases are intertwined at the subcellular and whole plant levels, the variety of the affected processes and the physiological significance of their interactions have only begun to be explored^3–5,14^. One strategy to address the crosstalk of metals is to use the plant mutants impaired in the specific metal transport, such as the high affinity Cu transport proteins of the COPT family, and to look for effects on other metals’ homeostasis^14,17^.

In the present study, we show that whereas the mutants of the high affinity Cu transporters located at the plasma membrane (*copt1*, *copt2*, *copt6*) are not sensitive to Fe deficiency, the impairment in the function of the tonoplast COPT5 protein^15,16^ clearly affects Fe localisation and several Fe deficiency responses (Figs. 7a, S2). Hence the different localisation of COPT2 and COPT5 at external and internal cellular membranes, respectively^13–16^, could explain the diverse Fe-deficiency phenotypes observed in the *copt2* and *copt5* mutants. While a *copt2* mutant is more resistant than WT plants to the chlorosis induced by simultaneous Fe and Cu deficiencies^14^, the *copt5* mutant is more sensitive to Cu and Fe availabilities (Fig. 4). This fact illustrates the differential role of internal Cu pools, versus the external Cu content (at the apoplast and the media) regarding the Cu crosstalk with Fe homeostasis. Accordingly, *COPT2* and *COPT5* are up- and down-regulated under Fe deficiency, respectively^14^, which underscores the complex regulation of Cu homeostasis under low Fe.

Biological processes, including responses to hormones, lipid metabolism, responses to toxin and transition metal ion transport, are affected in *copt5* mutants under a low Cu supply (Table S2). 

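The response of the gene sets taken here for these processes was compared between *copt5* and WT under -Cu. The WRKY transcription factors were higher in *copt5*, by a median of 0.20 (49 of 62 higher, adjusted p = 0.000784). The laccases were lower, by a median of -0.56 (14 of 16 lower, adjusted p = 2.1e-05). Neither fry nor the estimated correlation made these calls. The laccases were also lower on Control, by a median of -0.64 (adjusted p = 0.00144), and of -0.21 without WT Control replicate 3 (adjusted p = 0.0114). Their interaction had an adjusted p of 0.615, so a difference specific to -Cu was not shown. The set of 220 lipase or lipid transfer genes had a median of -0.07 (adjusted p = 0.0569), and -0.07 (adjusted p = 0.0426) without WT Control replicate 3, over a range of 0.00645 to 0.373 for all alternatives. The glutathione S-transferases had a median of 0.08 (adjusted p = 0.541). Of the hormone sets other than ethylene, the auxin, jasmonate (22 genes) and gibberellin (20 genes) sets had adjusted p = 0.996, 0.950 and 0.420, with medians between -0.02 and 0.03. The medians and means of the auxin and jasmonate sets differed in sign. Disease resistance genes had a median of 0.09 (adjusted p = 0.139), and light harvesting and photosystem genes one of 0.25 (47 of 58 higher, adjusted p = 0.0265), which turned to the opposite direction after normexp background correction (adjusted p = 0.828). Light harvesting genes such as *CAB2*, *CAB3* and *LHCA1* were saturated on all 12 arrays. The change of a saturated spot follows the scaling of the arrays, so a change in RNA was not shown for this set. How many of the 58 genes were saturated was not counted. Under -Cu, 8 of the 16 sets passed the threshold between genotypes, and 3 of them under fry and 2 with the estimated correlation.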

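*NRAMP4* (AT5G67330, chromosome 5) had a log2 level of 1.62 ± 0.30 (SD, n = 3) in WT and 2.51 ± 0.18 in *copt5* under -Cu on the arrays. The difference of 0.89 (SE 0.36), a fold change of 1.86, had an adjusted p = 0.457, and each *copt5* array lay above each WT array. Without WT Control replicate 3 the same difference had an adjusted p of 0.0102, just short of the FDR threshold over all genes and past it over the genes of Table 1 alone, and over all alternatives the adjusted p lay between 0.0102 and 1. In response to -Cu *NRAMP4* rose by 1.44 in *copt5* (adjusted p = 0.0559) and by 0.84 in WT (adjusted p = 0.267), with an interaction of 0.60 (adjusted p = 0.777). Without the same array the rise in *copt5* was called (adjusted p = 0.000460), the rise in WT was 0.36 (adjusted p = 0.333), and the interaction 1.08 (adjusted p = 0.117).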

Of the transition metal ion transporters, *NRAMP4* was highly induced in the *copt5* mutant under Cu deficiency (Table 1, Fig. 2). As both NRAMP4 and COPT5 were located in the tonoplast, and *NRAMP4* expression was up-regulated in the *copt5* mutant under Cu deficiency, we further studied the *NRAMP4* response to Cu scarcity. Although the presence of five GTAC elements in the *NRAMP4* promoter (not shown) was compatible with increased expression under Cu deficiency mediated by the SPL7 transcription factor, *NRAMP4* expression under Cu deficiency is independent of SPL7 according to published global analysis data^5^. Arabidopsis NRAMP3 and NRAMP4 are able to transport Fe, Mn and Cd, and also Zn in the case of NRAMP4^18,42,43^. However, Cu levels were not affected, at least not in the *nramp3* mutant^42^. Based on these results, the modification of Cu transport as a result of increased *NRAMP4* expression in seedlings seems unlikely. Instead a subsequent NRAMP4-dependent increase in the remobilisation of other metals, such as Fe, from vacuoles probably takes place in the *copt5* mutant. In return, *COPT5* expression was induced in the *nramp3nramp4* mutant (Fig. 8), which suggests enhanced COPT5-dependent Cu remobilisation from the vacuoles in the *nramp3nramp4* double mutant as COPT transporters are specific for Cu^+^ ^44,45^. The *nramp3nramp4* mutant is even more sensitive to Cu deficiency than the *copt5* mutant. Whereas the root length of the *copt5* mutant reduced by approximately 50% under severe Cu deficiency (Fig. 4), the decrease in the *nramp3nramp4* mutant was more than 80% under only Cu scarcity (Fig. 5). Moreover, the *GUS* expression driven by the *COPT5* and *NRAMP4* promoters indicated that both genes were expressed in the vascular bundles under Cu deficiency (Figs. 3 and S5b). This Fe and Cu interconnection was not based on the well-established SOD metalloprotein substitution^4,6^ as the *mRNA* levels, and the Cu/ZnSOD, FeSOD protein and activity levels, were always lower in the *copt5* mutant, independently of the metal status (Fig. 6). Taken together, these results suggest that Cu and Fe vacuolar pools are interconnected, and in such a way that the lack-of-function in a tonoplast metal transport protein drives the remobilisation of the other metal by inducing the expression of the corresponding vacuolar transporter. Perhaps the aim is to long distance metal transport and translocation from roots to the aerial parts.

*OPT3* and *YSL1* regulation in the *copt5* mutant (Fig. 2) agreed with the recently suggested roles of OPT3 and YSL1 in the redistribution of Fe in phloem and the surrounding parenchyma cells^37^. Our data suggest that *COPT5* repression under Fe deficiency (Fig. 3) possibly aims to avoid xylem Cu loading as the higher Cu affinity for common metal chelators^9^ could further limit Fe delivery to upper organs. Hence Fe deficiency might involve a compromise for cells as Cu could help to alleviate certain Fe functions, but Cu transport in the xylem could further limit Fe delivery to aerial parts. In agreement with this idea, an increased Fe content in sink organs, such as seeds, was observed in the *copt5* mutant (Fig. 7b). Moreover, Fe levels significantly rose in the *copt5* cotyledons under Cu deficiency compared to the WT (Fig. 8c). Accordingly, altered Cu distribution and Cd translocation have been observed in the *copt5* mutant^16,17^, which further confirms the influence of the COPT5 function on the long-distance transport of metals. These results encourage further research that aims to increase Fe contents in edible parts of horticultural crops, and to set the basis for future biotechnological improvements to produce Fe/Cu biofortified food^46^.

This report provides compelling evidence for the interaction between vacuolar Fe and Cu pools under metal deficiencies. This fact become particularly more evident in the *copt5* and *nramp3nramp4* mutant backgrounds, which are unable to retrieve Cu and Fe, respectively, from vacuoles^15,16,18^. Collectively, these results underline that subcellular trafficking and ROS signalling might contribute to the complexity of the interaction between Cu and Fe deficiency responses.

## Methods

### Plant growth conditions

*Arabidopsis thaliana* ecotype *Columbia* (Col-0) was used as the control wild type (WT). The *pCOPT5::GUS* and *pNRAMP4::GUS* plants, the *copt5-2, copt5-3* and *nramp3nramp4* knock-out mutants, the complemented *COPT5* (*pCOPT5::COPT5::GFP*) and the overexpressor *COPT5*^*OE*^ (*pCaMV35S::COPT5::HA*) lines have all been previously described^15,18^. To determine the metal content in seeds, plants were sown in soil pots and grown under greenhouse conditions. Plants were watered with tap water for 20 days, after which time Cu treatments commenced using Hoagland’s solution with 0.01 µM CuSO_4_ (Control) or without Cu supplementation (0 Cu). For growth on plates, seeds were surface-sterilised with sequential washes in 70% ethanol (5 min), bleach (5 min) and water (2 × 2 min) before being resuspended in agar 0.1% (w/v) and sown on plates containing ½ MS (Murashige and Skoog) medium supplemented with 1% sucrose (w/v). Unless otherwise indicated, ½ MS with 1 µM CuSO_4_ and 50 µM Fe citrate were used for the metal sufficiency control conditions (Control), and ½ MS with 100 µM BCS and/or 100 µM ferrozine, Cu and Fe chelators, respectively, provided the severe deficiency growing conditions (-Cu and -Fe). Cu deficiency was obtained by home-made ½ MS with no added CuSO_4_ (0Cu). In all cases, intermediate photoperiodic conditions (12 h light, 20–23 °C/12 h darkness, 16 °C) were applied. Root length was measured by the *Image J 1.42 q software* (http://rsb.info.nih.gov./ij).

### Metal content determination

The fresh *Arabidopsis* material was washed once with 2 mM CaSO_4_ and 20 mM EDTA and 3 times with MilliQ H_2_O, before being dried at 65 °C for 2 d and digested with 65% (v/v) HNO_3_ and H_2_O_2_ 30% (v/v) at 140 °C. The digested samples were then diluted with Millipore H_2_O (*Purelab Ultra*), and the Cu and Fe contents were determined by microwave-plasma atomic emission spectroscopy (MP-AES Agilent technologies) at the *Institute National de la Recherche Agronomique* (INRA) (Montpellier, France) using the manufacturer’s standard solutions for the calibration curves.

### Gene expression analysis by real-time quantitative PCR

The total RNA extraction, reverse transcription and qRT-PCR analyses were performed as described^47^. The forward (F) and reverse (R) sequences for specific primers are shown in Table S1. To transform fluorescent intensity measurements into relative mRNA levels, a 2-fold dilution series of a mixture that contained an equal amount of each cDNA sample was used and standard curves were constructed for all the studied genes. The *UBIQUITIN10* reference gene was used for data normalisation. Each sample was analysed in triplicate, and the mean ratios ± SE were calculated.

### Immunodetection and SOD activity

Soluble 7-day-old seedlings proteins were extracted for the SDS polyacrylamide and non-denaturing gel analysis^48^. Total protein was quantified according to the Bradford method^49^ using bovine serum albumin as a standard. For the immunodetection analysis, 35 µg of protein extract were loaded into 15% SDS polyacrylamide gels. The antibodies used for Cu/ZnSOD2 and FeSOD1 were obtained from Agrisera (Agrisera AB, Vännäs, Sweeden). For SOD isoenzyme separation and activity purposes, 100 µg of protein extract were loaded into 15% non-denaturing polyacrylamide gels, which were then stained for activity as previously described^48,50^. Each experiment was repeated 5 times with identical results. Representative gels are shown.

### Perls/DAB staining and histological procedures

For organ staining, the seedlings were vacuum-infiltrated with equal volumes of 4% (v/v) HCl and 4% (w/v) K-ferrocyanide (Perls stain solution) for 15 min and incubated for 30 min at room temperature^34^, followed by the DAB intensification^39^. The roots of the 3-day-old seedlings were previously rinsed with EDTA and distilled water. The fixed samples were washed with 0.1 M Na-phosphate buffer (pH 7.4) 3 times, and dehydrated in successive baths of 50, 70, 90, 95 and 100% ethanol, butanol/ethanol 1:1 (v/v) and 100% butanol. Then the tissues were embedded in the Technovit 7100 resin (Kulzer) according to the manufacturer’s instructions and thin sections (3 µm) were sliced. Sections were deposited on glass slides and incubated for 45 min in Perls stain solution, when the intensification procedure was applied^39^. The pictures of the cross sections were obtained by an Olympus BX61 microscope and the Cell-A software was used. For the pictures of whole seedlings, an Olympus SZX16 stereoscopic microscope was used.

### GUS assay

The seedlings and organs of the adult *pCOPT5::GUS* and *pNRAMP4::GUS* plants were embedded with the substrate solution [100 mM NaPO_4_, pH 7.2, 0.5 mM K_3_Fe(CN)_6_, 0.5 mM K_4_Fe(CN)_6_, 0.1% (v/v) Triton X-100, 0.5 mM 5-bromo-4-chloro-3-indolyl-β-D glucuronide (AppliChem), and 10 mM EDTA, pH 7.2]^51^. Reactions took place at 37 °C and were stopped with ethanol (70%). The pictures of the cross sections were obtained using the Olympus AT70F microscope and the Infinity software.

### Microarray analysis

Three biological replicates of the 7-day-old seedlings of the WT and *copt5-2* plants grown during a 12 h light/12 h dark photoperiod were used for each treatment. The Cu-deficient medium was supplemented with 100 *μ*M BCS (-Cu), whereas Cu sufficiency was obtained by adding 1 µM CuSO_4_ (Control). Total RNA was isolated with the RNeasy Plant Mini Kit (Qiagen), and antisense RNA was amplified using the MessageAmp II aRNA Amplification kit (Ambion). The *Arabidopsis* (V4) Gene Expression Microarray 4 × 44 K (Agilent Technologies) was hybridised by the technical services of the *Instituto de Biología Molecular y Celular de Plantas* (IBMCP, UPV-CSIC, Valencia, Spain). The expression values (log_2_), data normalisation and statistical analyses were obtained by the Genespring GX microarray analysis software (Agilent Technologies). The differential expressed genes (DEG) were identified by applying a false discovery rate (FDR) below than 1% and 1.5-fold change (log_2_ |1.5|). FatiGO+ (Babelomics, http://bioinfo.cipf.es/)^52^ was used to identify biological processes that were significantly under- or over-represented.

### Statistical analyses

The statistical differences in the gene expression analyses were identified by the pair-wise fixed reallocation randomisation test (P < 0.05)^53^. For the other parameters, one-way ANOVAs were performed. Significant differences between means were established after *post hoc* tests (Tukey or Games-Howell, according to data homoscedasticity; P ≤ 0.05) using version 19.0.0 of the IBM SPSS Statistics software. Data are provided as the mean values ± SD of the different biological samples used in each experiment, as indicated in the figure legends.

## Supplementary information

Supplemental Material

## Data Availability

The microarray raw data were deposited in the National Center for Biotechnology Information Gene Expression Omnibus^54^ and are accessible through accession number GSE91044. The microarray data were validated by RT-qPCR gene expression analyses on selected genes^55^. The materials used herein this work will be available from the authors upon reasonable request, and in accordance with the Journal policy described in the Instructions for Authors (Availability of materials and data).

# Supplementary material for: Copper transporter COPT5 participates in the crosstalk between vacuolar copper and iron pools mobilisation
**Source:** Sci Rep. 2019 Mar 15;9:4648. doi: 10.1038/s41598-018-38005-4
**Supplement:** Supplementary file 1 — Supplemental Material

## **Supplementary Information**

**Copper transporter COPT5 participates in the crosstalk between vacuolar copper and iron pools mobilisation**

Àngela Carrió-Seguí, Paco Romero, Catherine Curie, Stéphane Mari and Lola Peñarrubia

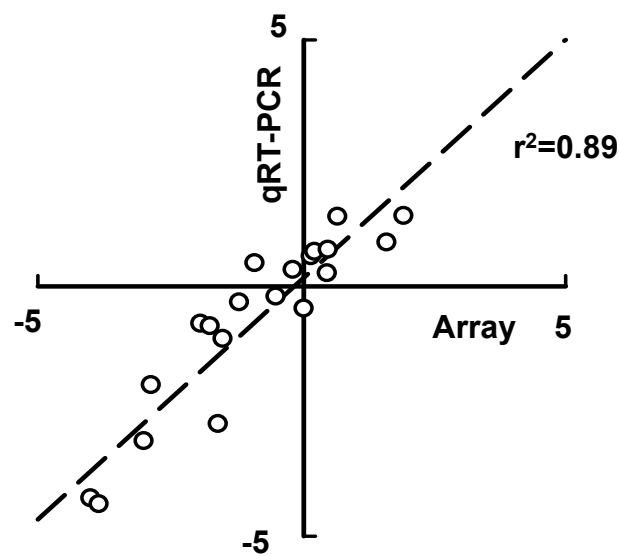

**Fig. S1** Microarray data validation. Multiple linear regression analysis ( $r^2$ ) of the selected genes was performed by comparing the qRT-PCR values and the *Arabidopsis* (V4) Gene Expression Microarray 4x44K (Agilent Technologies) data for all the studied genotypes and growing conditions. The graph shows the correlated values for all the genes in the same plot ( $r^2=0.89$ ). Individual regression analyses for each gene revealed  $r^2$  values that ranged from 0.69 to 0.99 (data not shown).

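The regression compares the qRT-PCR values of a gene with those of the array, and r2 is the share of variance that the linear fit accounts for, not whether a single change is significant. On the array side, the spots of *CSD1*, *CSD2* and *FSD1* were saturated in the brighter condition, which caps their fold changes. The second probes of these genes gave larger changes in response to -Cu in WT, of -4.11 for *CSD1*, -4.91 for *CSD2* and 4.01 for *FSD1* on the log2 scale. The qRT-PCR values were not analysed here.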

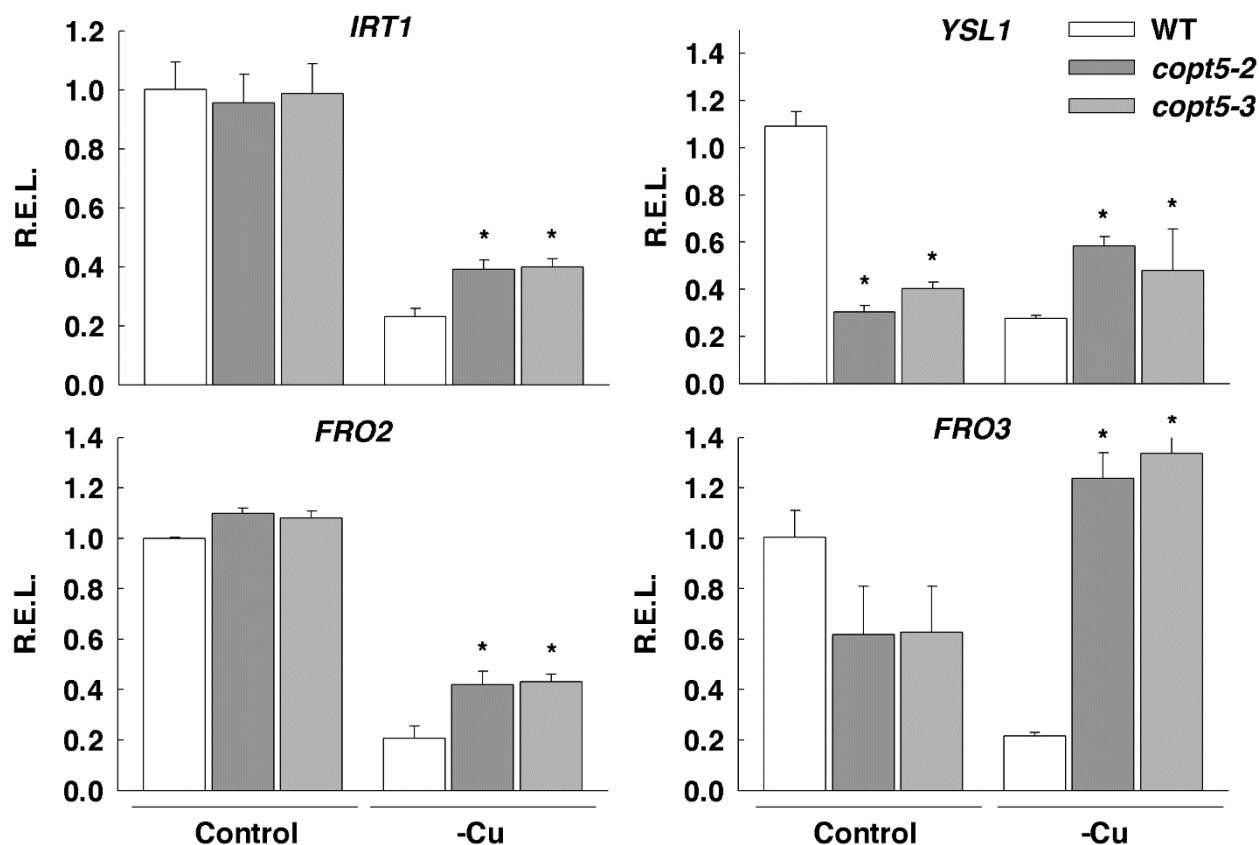

**Fig. S2** Fe homeostasis-related expression in the WT and *copt5* mutants grown under metal deficiency. The relative expression levels (R.E.L) of the *IRT1*, *YSL1*, *FRO2* and *FRO3*, genes were determined by qRT-PCR in 7-day-old WT seedlings grown under Cu sufficiency (Control) and Cu deficiency (-Cu) in WT (white bars) and *copt5* mutants (grey bars). The *mRNA* levels are expressed as relative expression levels in relation to the WT under control conditions. Bars correspond to arithmetic means ( $2^{-\Delta\Delta C_t}$ )  $\pm$  standard deviation (SD) (n=3). For each particular gene, \* indicates statistical differences (P < 0.05) between the values of the WT and *copt5* mutants in each condition.

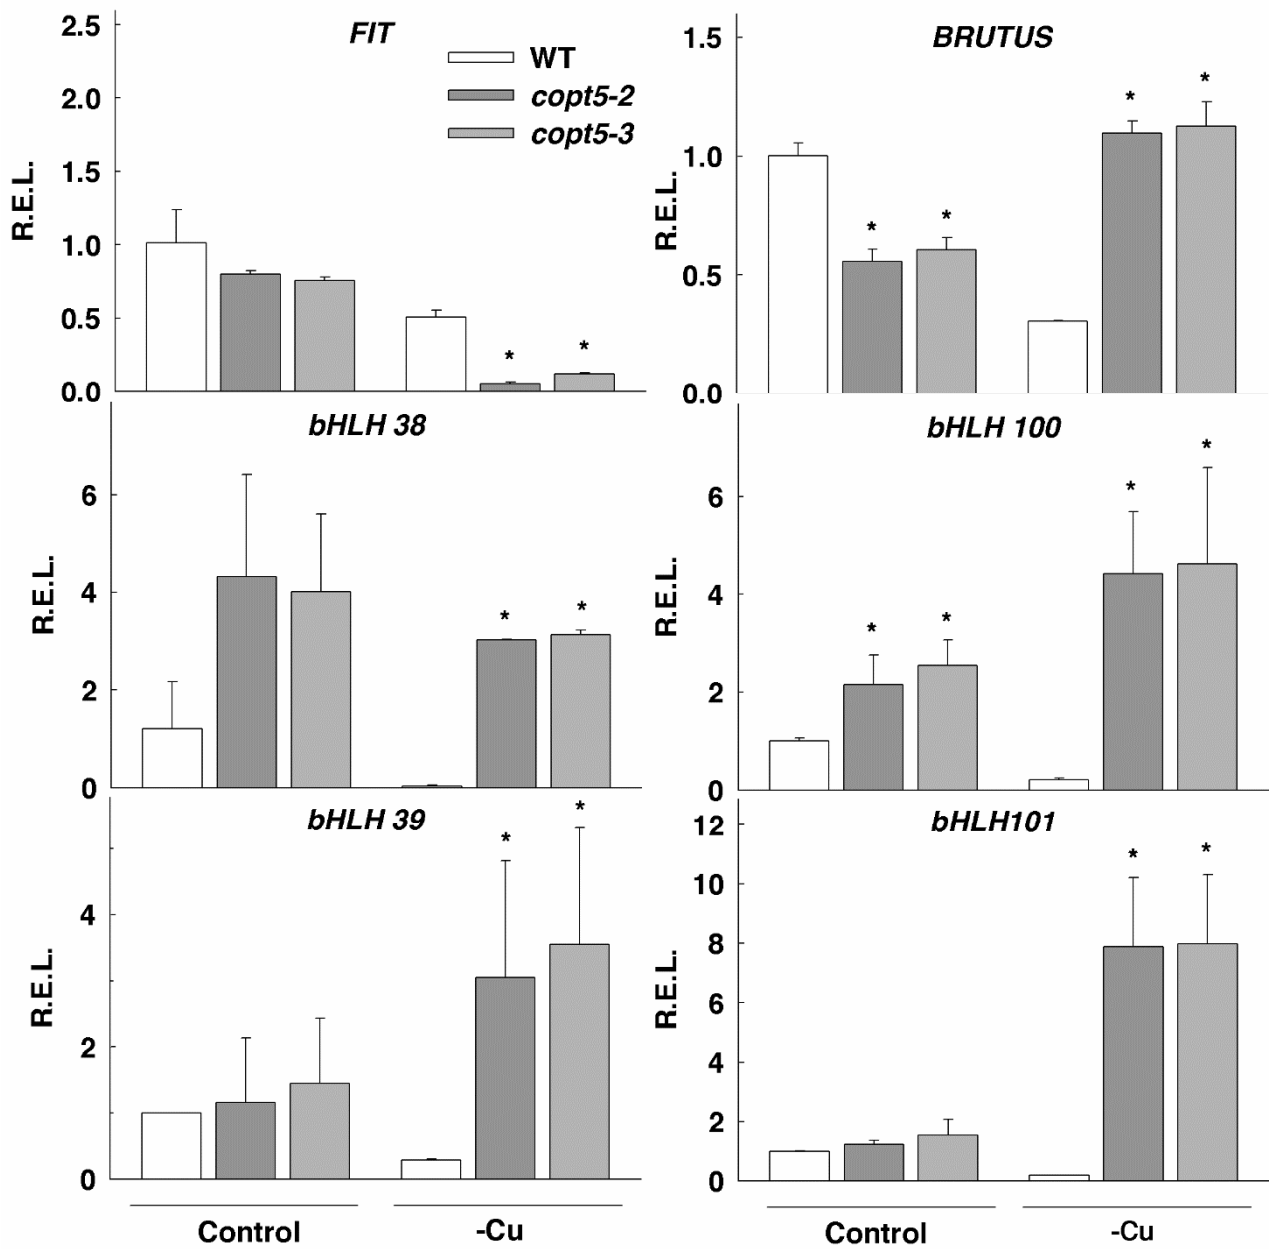

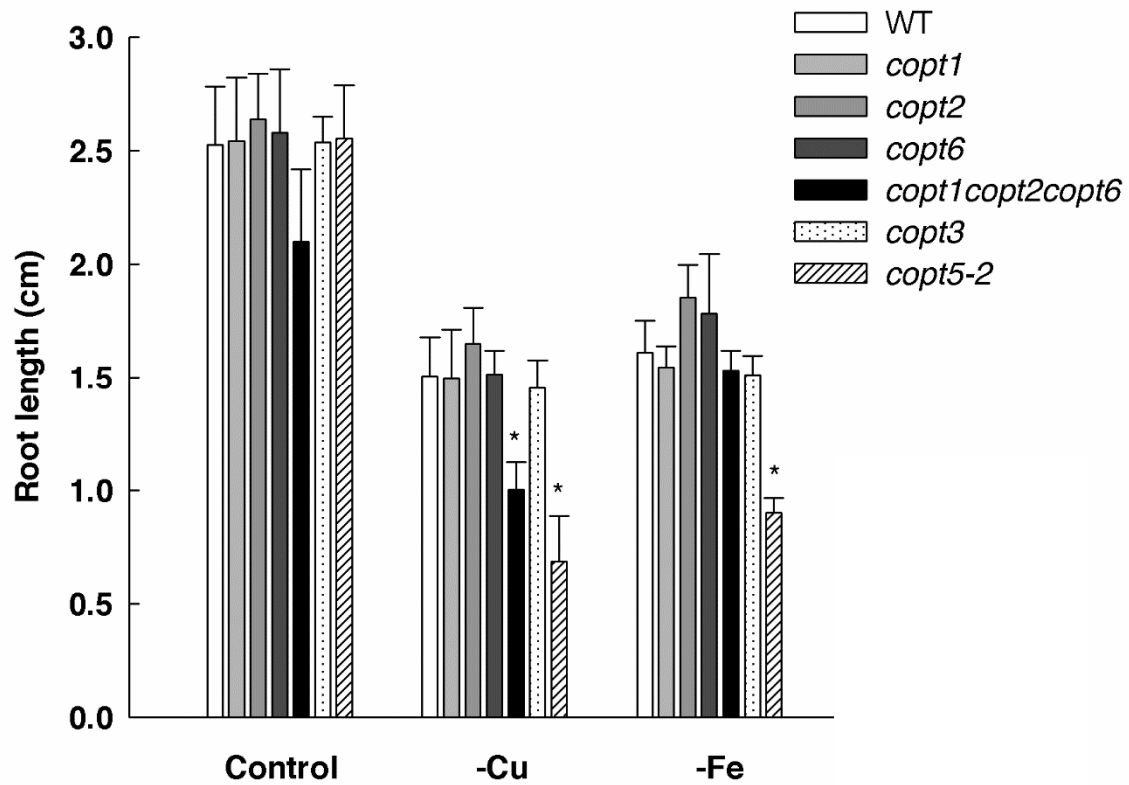

**Fig. S4** Root length of the *copt* mutants grown at different Cu and Fe availabilities. Root length of the 7-day-old WT, *copt1*, *copt2*, *copt6*, *copt1copt2copt6* and *copt5* grown in  $\frac{1}{2}$  MS medium supplemented with 1  $\mu$ M  $\text{CuSO}_4$  and 50  $\mu$ M Fe-citrate (Control), 100  $\mu$ M BCS and 50  $\mu$ M Fe-citrate (-Cu) and 1  $\mu$ M  $\text{CuSO}_4$  and 100  $\mu$ M Ferrozine (-Fe). \* indicates statistical differences ( $P < 0.05$ ) according to Tukey's test compared to the WT under the same condition.

a

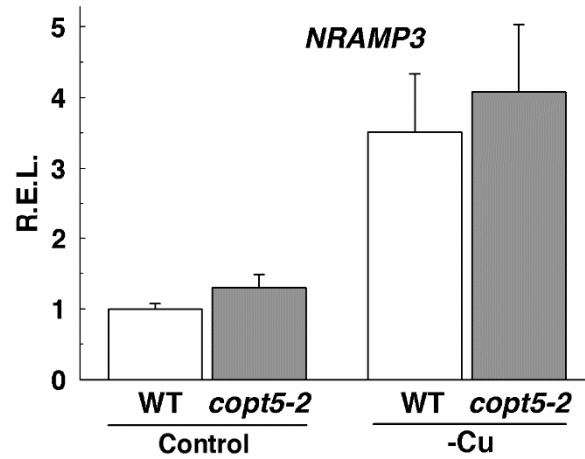

b

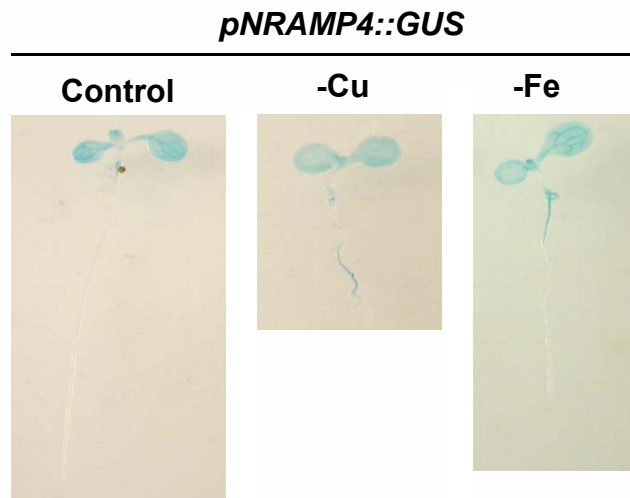

**Fig. S5** *NRAMP3* and *NRAMP4* expressions at different metal availabilities. (a) *NRAMP3* expression in the 7-day-old WT and *copt5* grown in  $\frac{1}{2}$  MS medium supplemented with 1  $\mu$ M  $\text{CuSO}_4$  and 50  $\mu$ M Fe-citrate (Control) and 100  $\mu$ M BCS and 50  $\mu$ M Fe-citrate (-Cu). The *mRNA* levels are expressed as relative expression levels in relation to the WT under control conditions. Bars correspond to arithmetic means ( $2^{-\Delta\Delta\text{Ct}}$ )  $\pm$  standard deviation (SD) ( $n=3$ ). For each particular gene, asterisks indicate statistical differences ( $P < 0.05$ ) between the values of the the WT and *copt5* mutants in each condition. (b) The *NRAMP4* driven GUS expression. The 7 day-old *pNRAMP4::GUS* seedlings were grown under the same conditions indicated in (a) plus 1  $\mu$ M  $\text{CuSO}_4$  and 100  $\mu$ M Ferrozine (-Fe). Representative pictures of the seedlings grown under each conditions are shown.

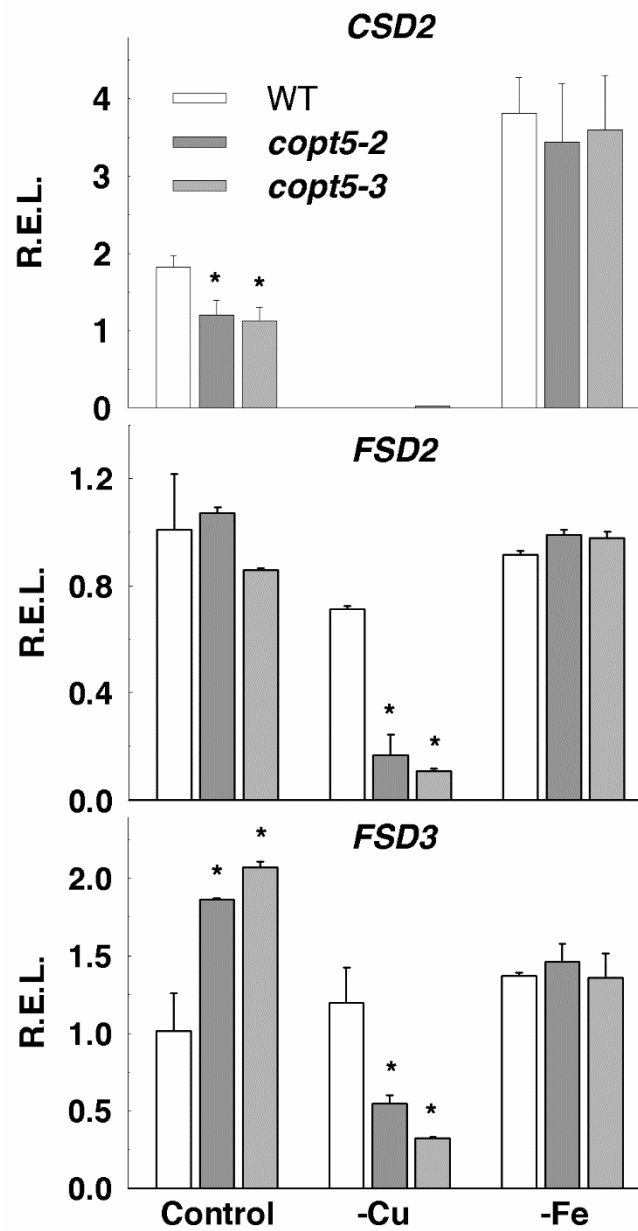

**Fig. S6** SOD expression in the WT and *copt5* seedlings. *CSD2*, *FSD2* and *FSD3* relative expression levels (R.E.L.) in the *copt5* mutant. The qRT-PCR analysis in the 7-day-old WT, *copt5-2* and *copt5-3* seedlings grown under the same conditions used in Fig. 6. Bars correspond to arithmetic means ( $2^{-\Delta\Delta Ct}$ )  $\pm$  SD (n=3). \* indicates statistical differences (P < 0.05) between the values of the the WT and *copt5* mutants in each condition.

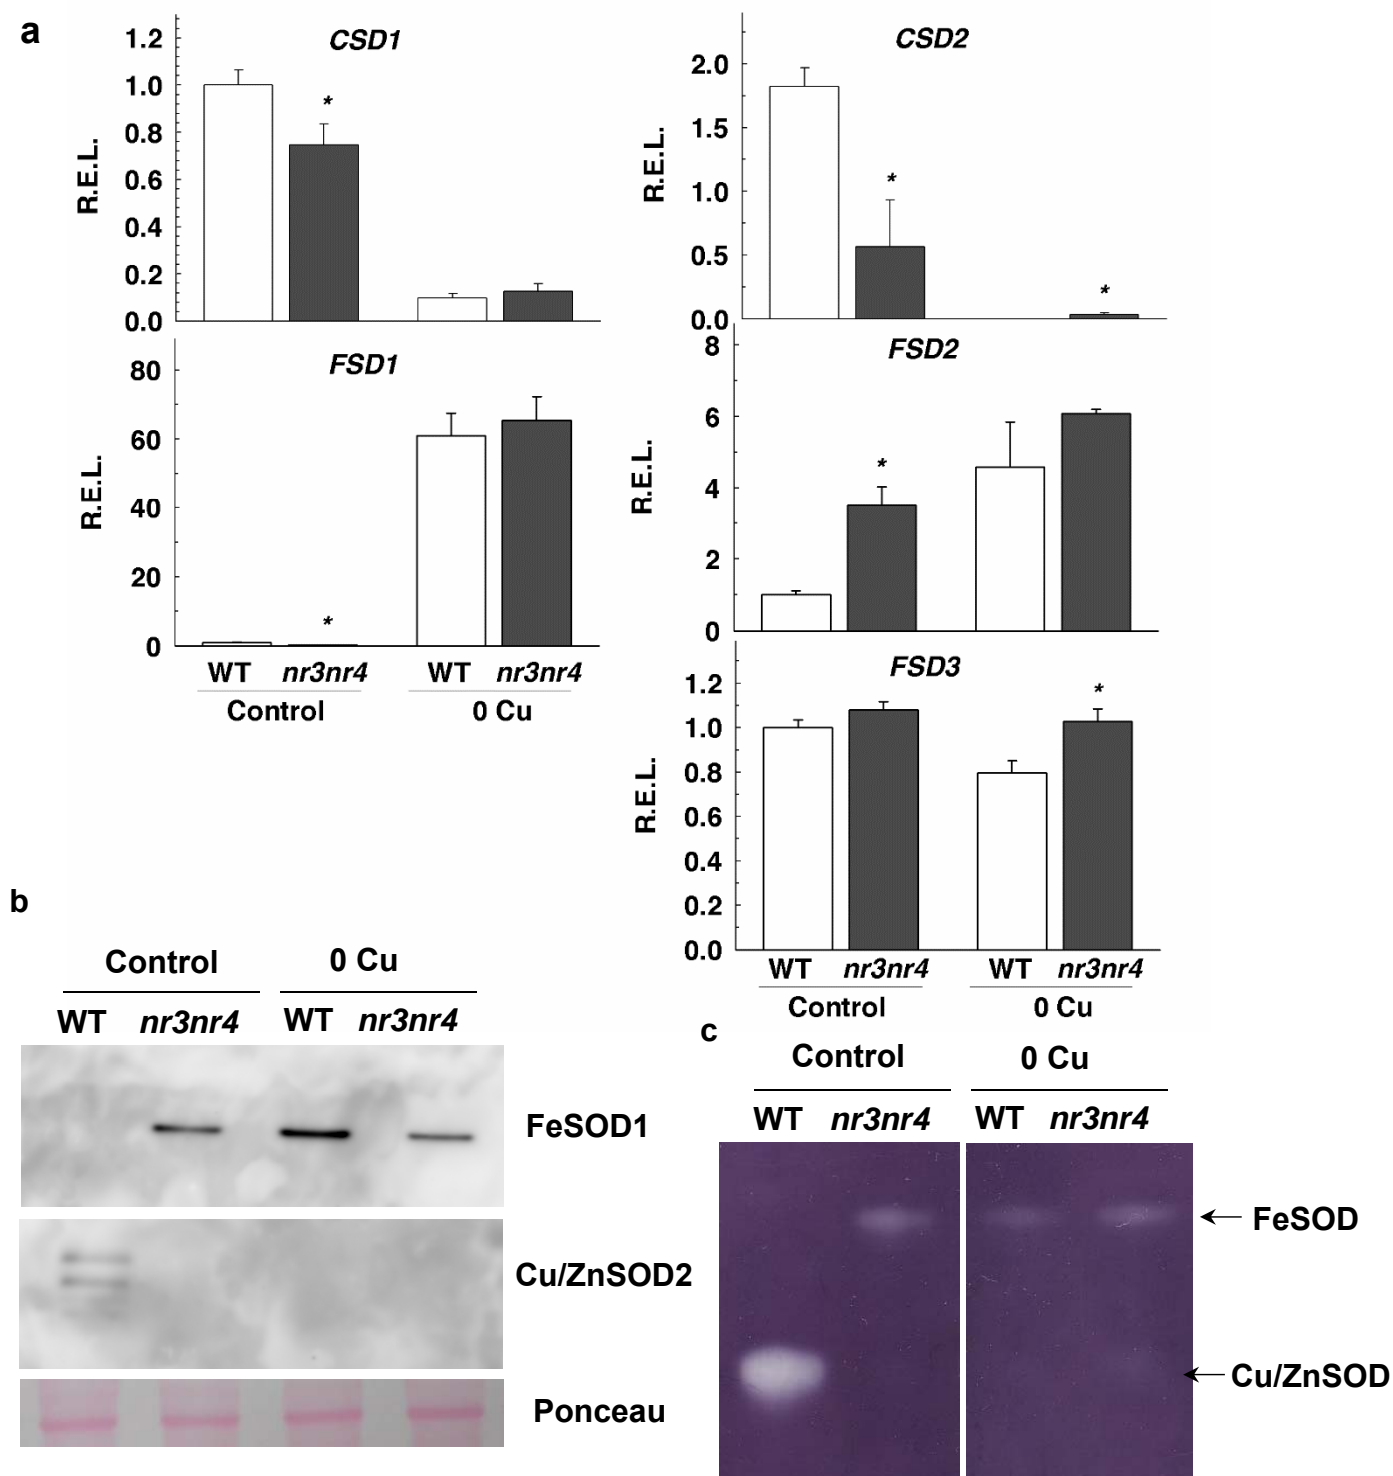

**Fig. S7** Effect of Cu on SOD regulation in the *nramp3nramp4* mutant. (a) *FSD1*, *CSD1*, *CSD2*, *FSD2* and *FSD3* relative expression levels (R.E.L.). The qRT-PCR analysis in the 7-day-old WT and *nramp3nramp4* (*nr3nr4*) seedlings grown under the same conditions used in Fig. 5c. Bars correspond to arithmetic means ( $2^{-\Delta\Delta C_t}$ )  $\pm$  SD (n=3). \* indicates statistical differences ( $P < 0.05$ ) between the values of the the WT and *copt5* mutants in each condition. (b) Immuno-detection of FSD1 and CSD2 using 35  $\mu$ g of protein extract. Ponceau staining is shown as a loading control. (c) The SOD enzyme activities analysed in native gels loaded with 100  $\mu$ g of protein extract. The gel was stained for total SOD activity. Full-length blots/gels and replicates are presented in Supplementary Figure S10.

**a**

**WT**

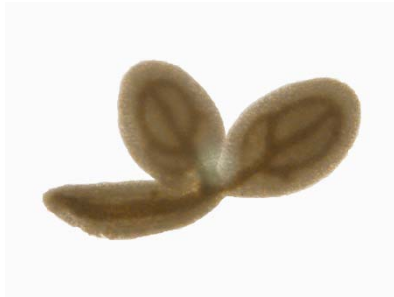

***copt5-2***

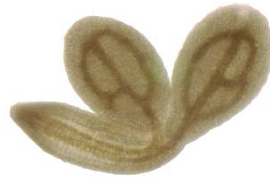

***nr3nr4***

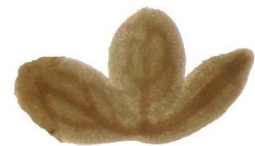

**b**

***pCOPT5::GUS***

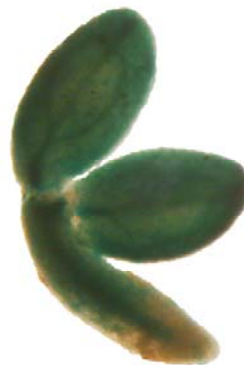

**Fig. S8** Fe localization and *COPT5* expression in dry seed embryos. (a) Perls/DAB staining of the dry seed embryos from the WT, *copt5-2* and *nramp3nramp4* mutants (b) *COPT5* expression in embryos. GUS expression in a representative *pCOPT5::GUS* dry seed embryo.

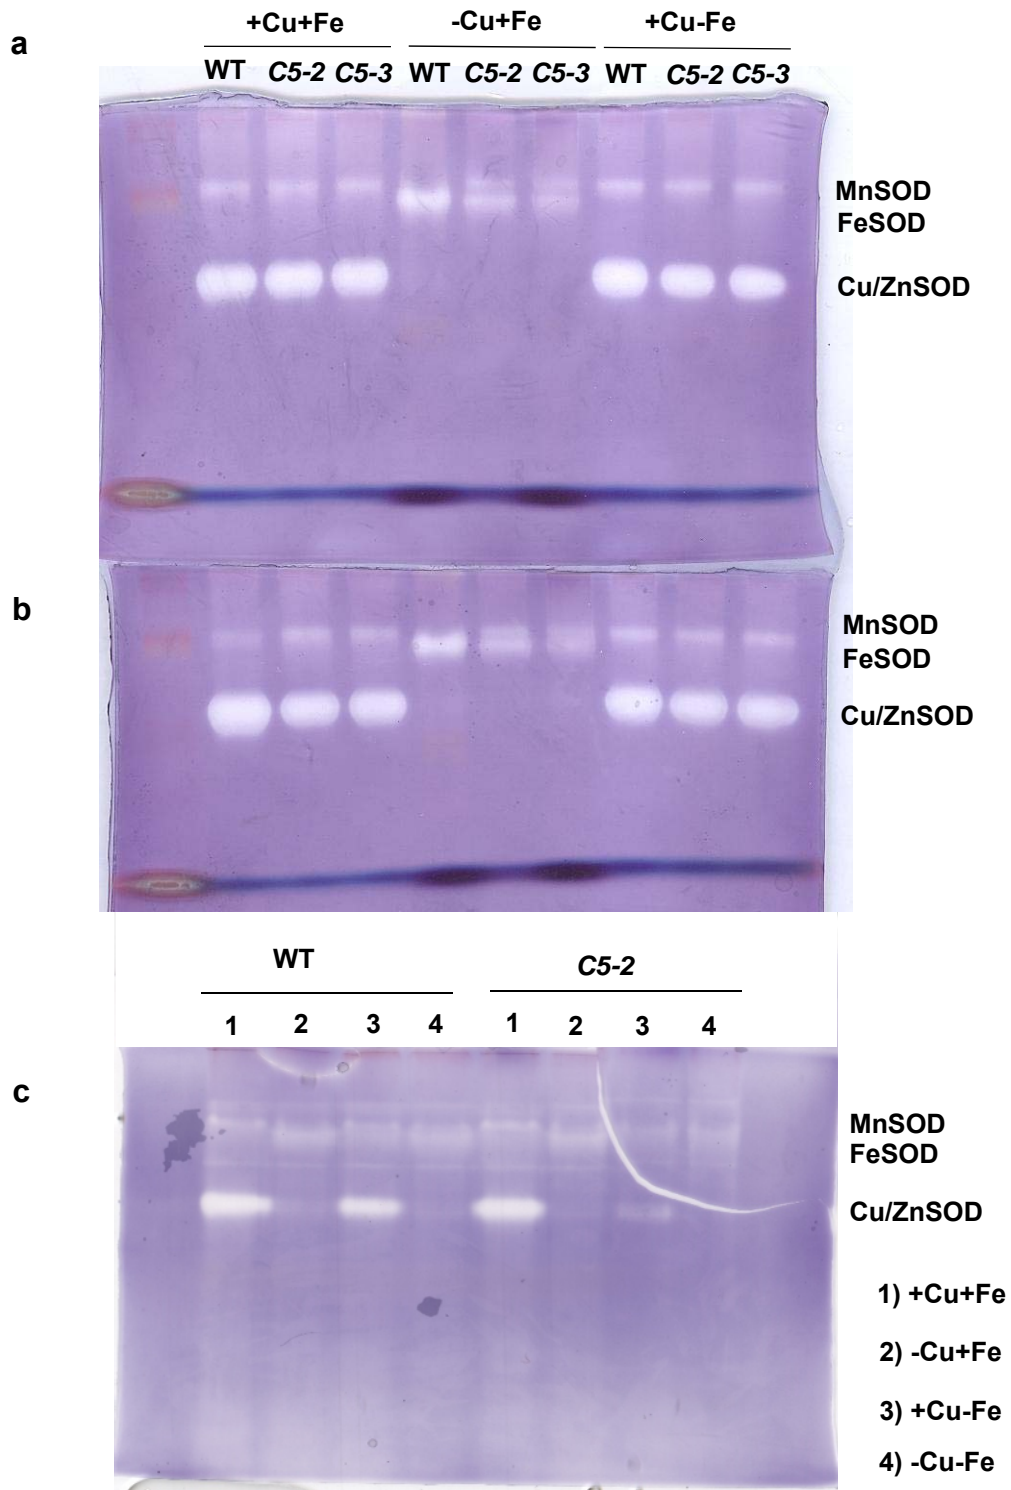

**Fig. S9** Effect of Cu availability on SOD regulation in the *copt5* mutants. SOD enzyme activities analysed in native gels loaded with 100 µg of protein extract. The gels were stained for total SOD activity. Replicate blots are shown. a) is the whole blot shown in Fig 6.

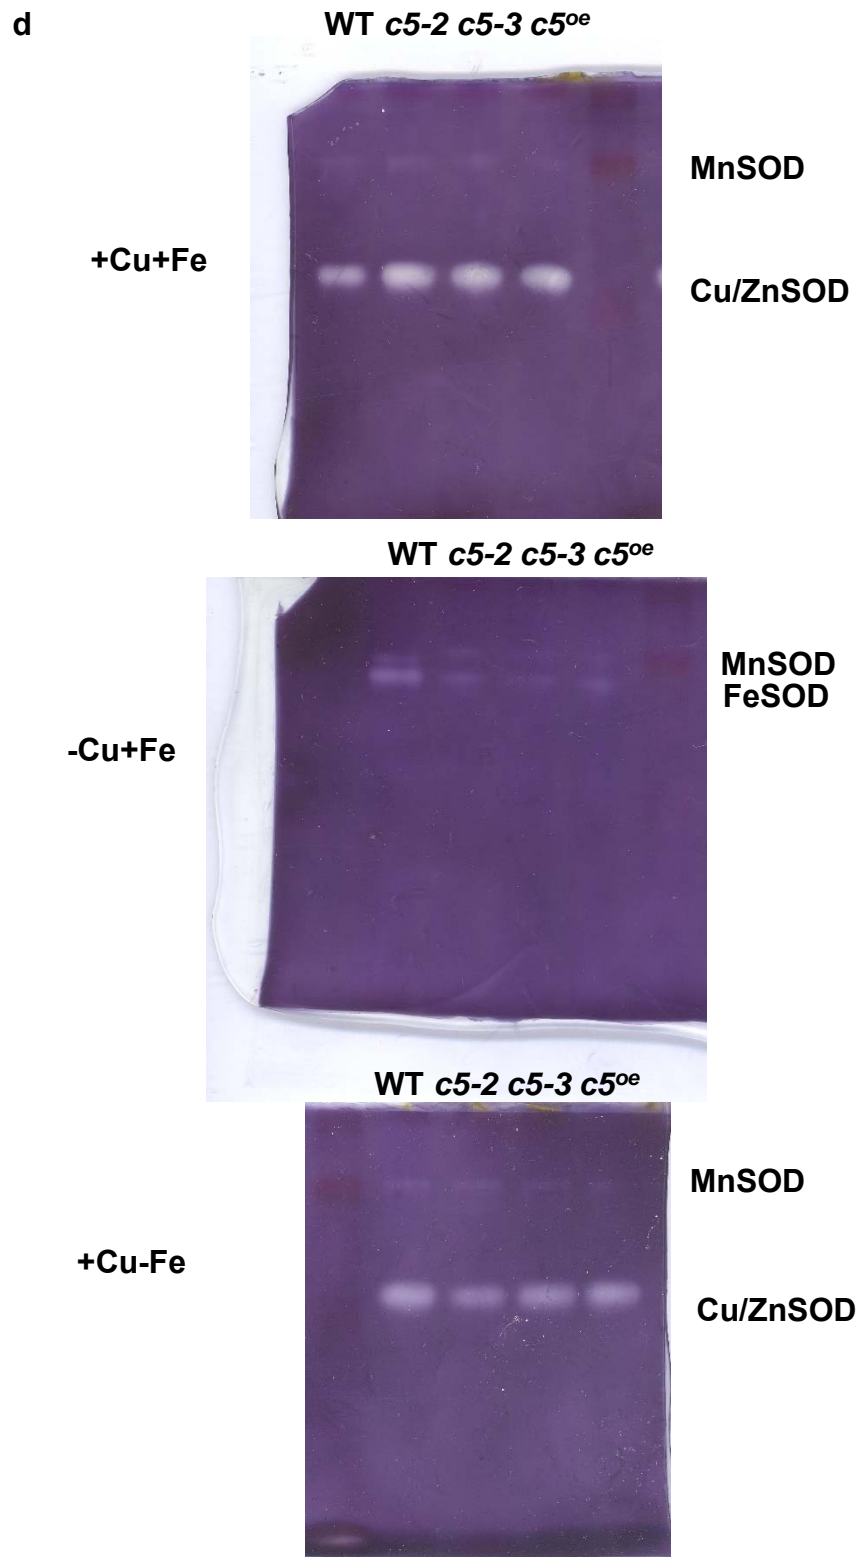

**Fig. S9** (continuation) Effect of Cu availability on SOD regulation in the *copt5* mutants. SOD enzyme activities analysed in native gels loaded with 100  $\mu$ g of protein extract. The gels were stained for total SOD activity. Top gel is the whole blot shown in Fig 6 and replicate blots are shown.

e

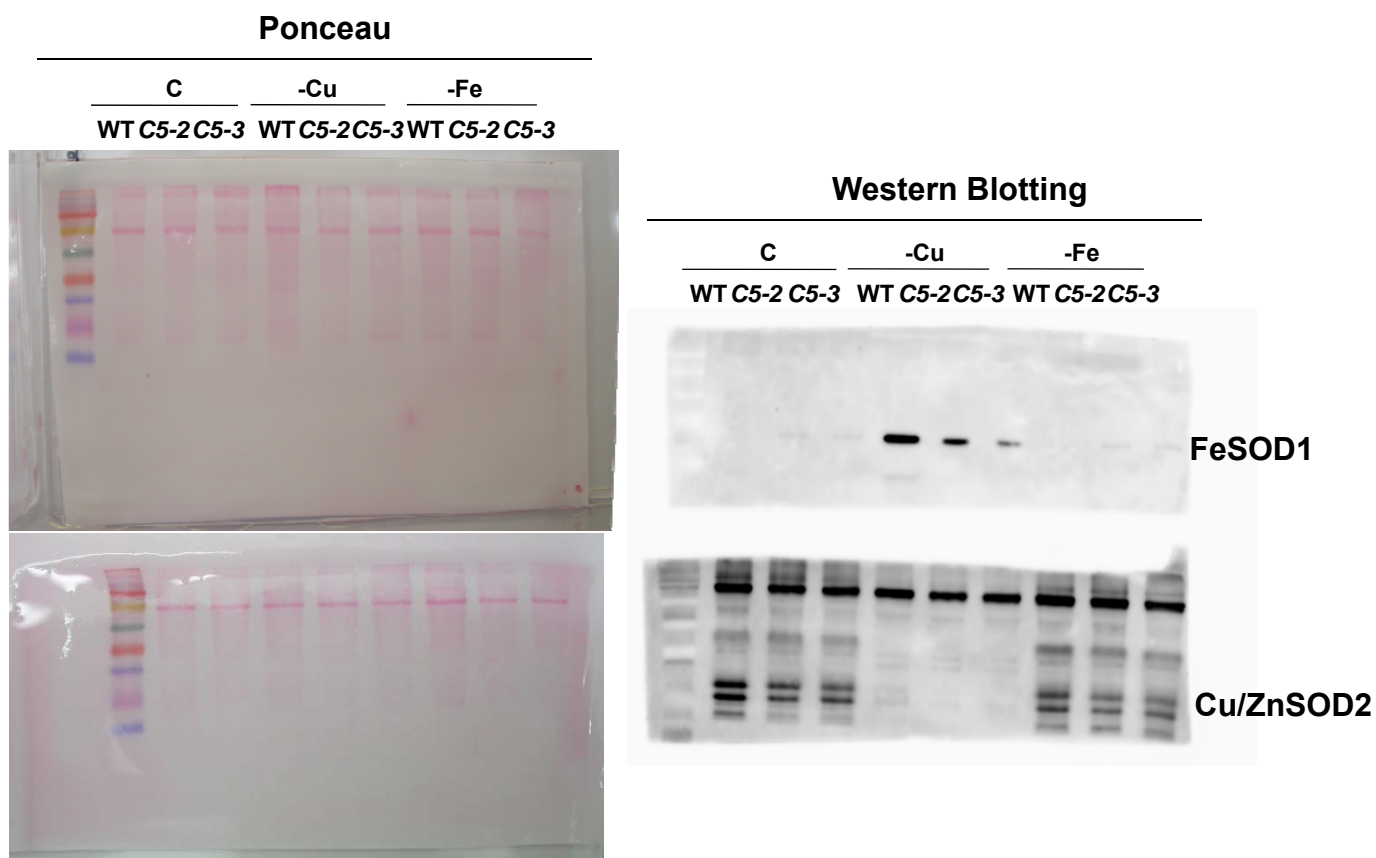

**Fig. S9** (continuation). Effect of Cu availability on SOD regulation in the *copt5* mutants. Ponceau staining is shown as a loading control (left). Immuno-detection of FSD1 and CSD2 using 35 µg of protein extract (right). Whole blots from Fig 6 panel b.

f

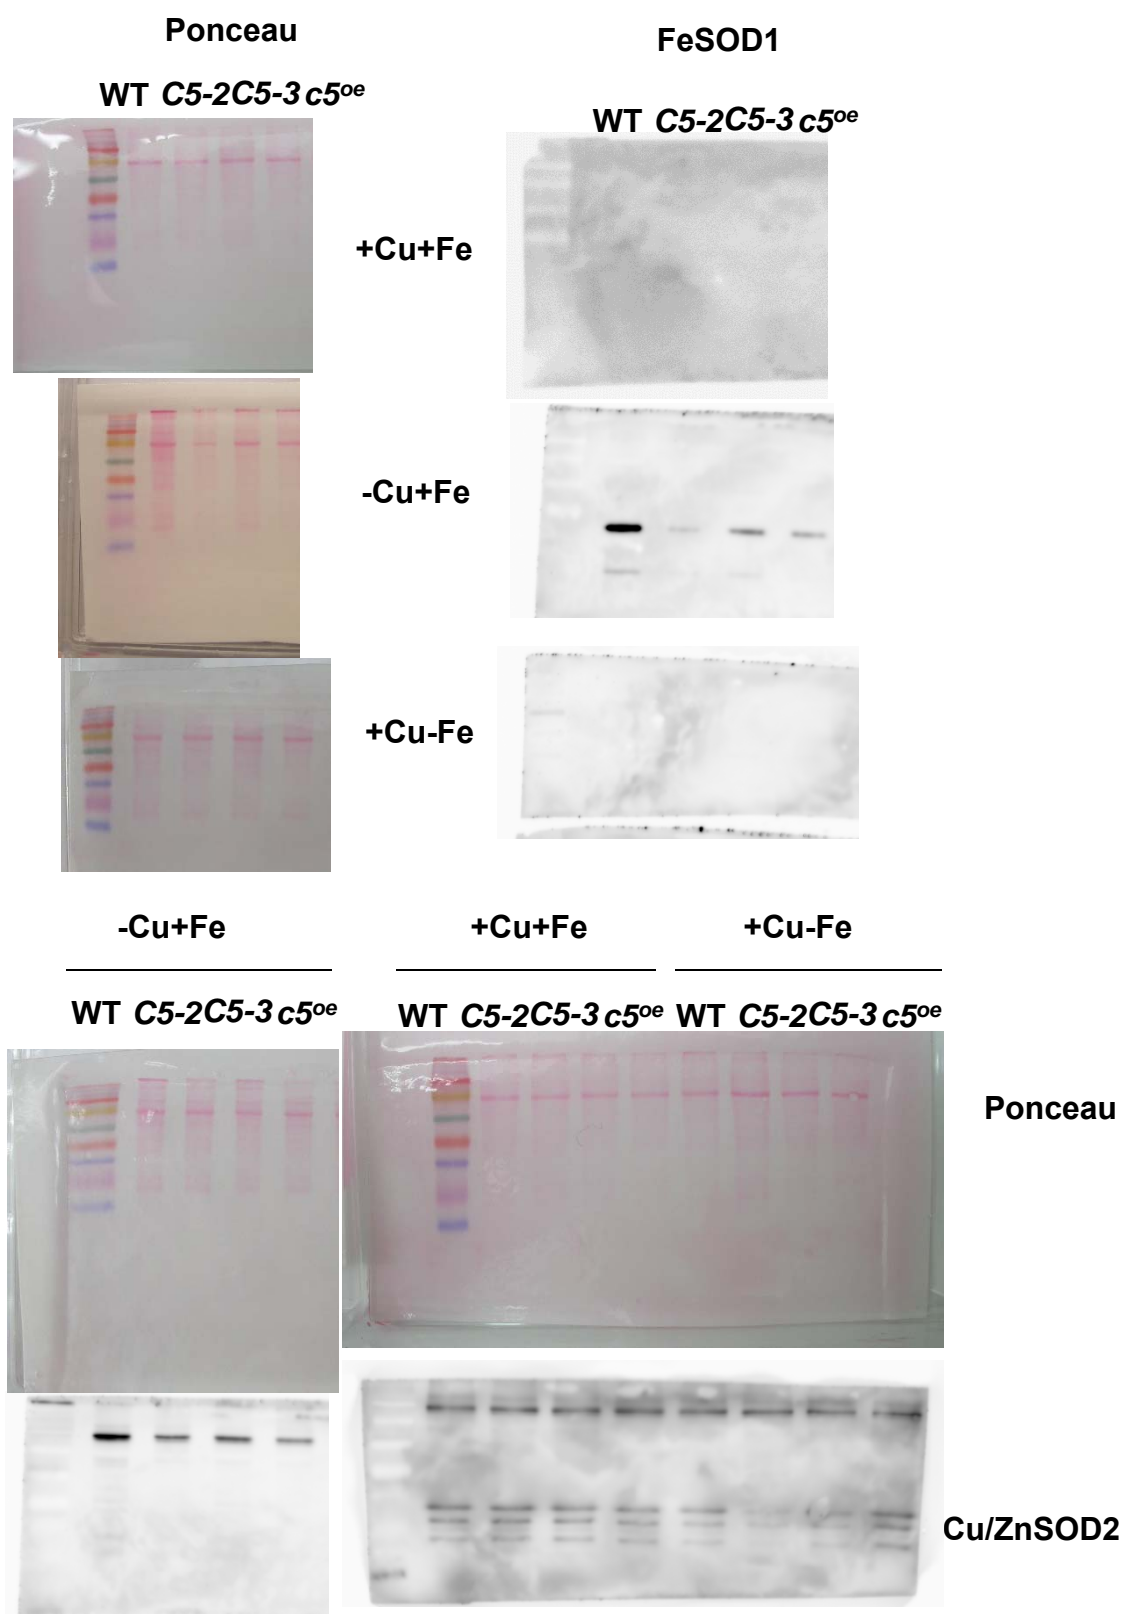

**Fig. S9** (continuation) Effect of Cu availability on SOD regulation in the *copt5* mutants. Immuno-detection of FSD1 and CSD2 using 35 µg of protein extract. Ponceau staining is shown as a loading control. Replicates from Fig 6 panel b blots are shown.

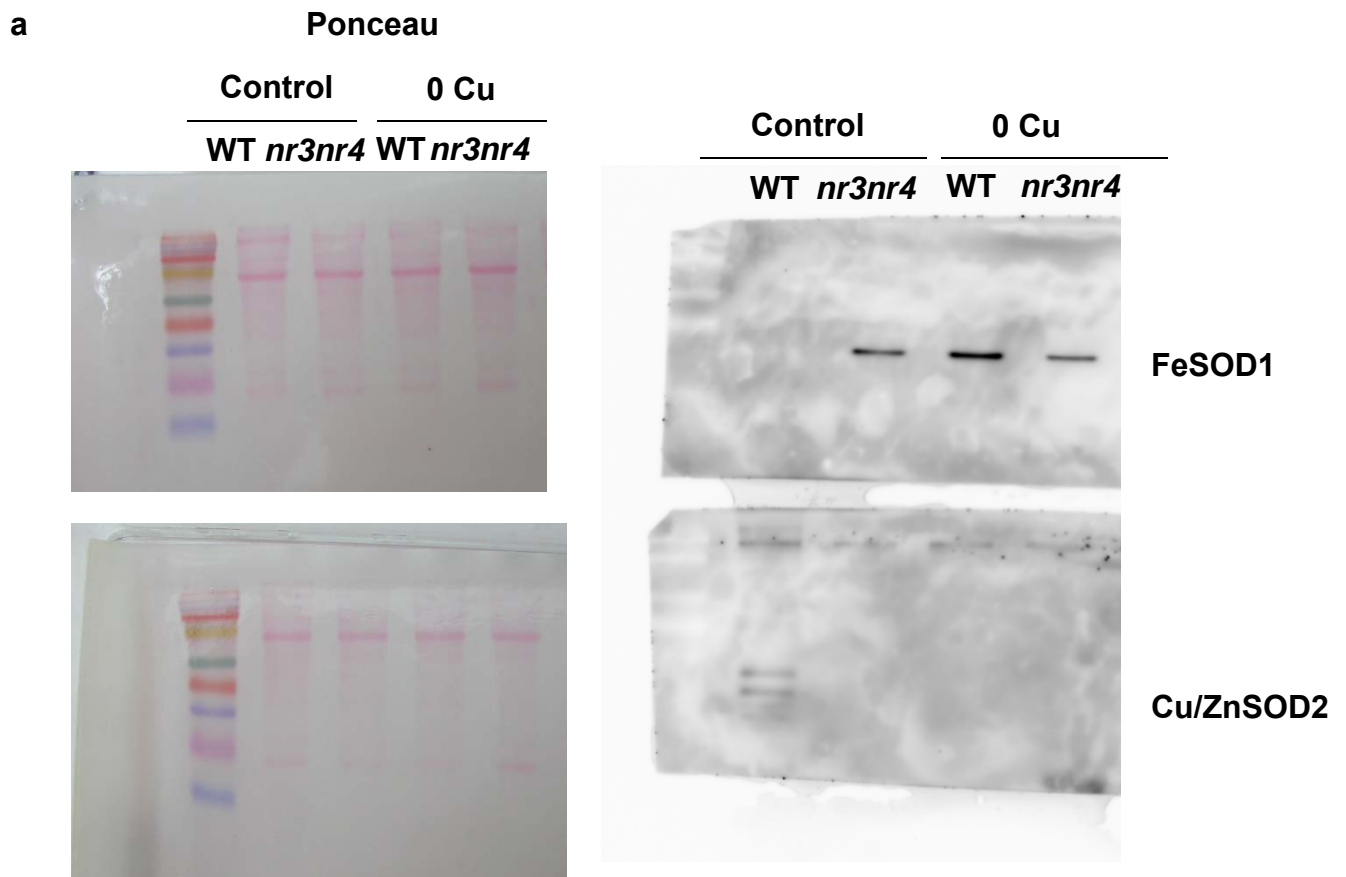

**Fig. S10** Effect of Cu on SOD regulation in the *nramp3nramp4* mutant. Immuno-detection of FeSOD1 and Cu/ZnSOD2 using 35 µg of protein extract. Ponceau staining is shown as a loading control. Whole blots shown Supplemental Figure S7 in panel b.

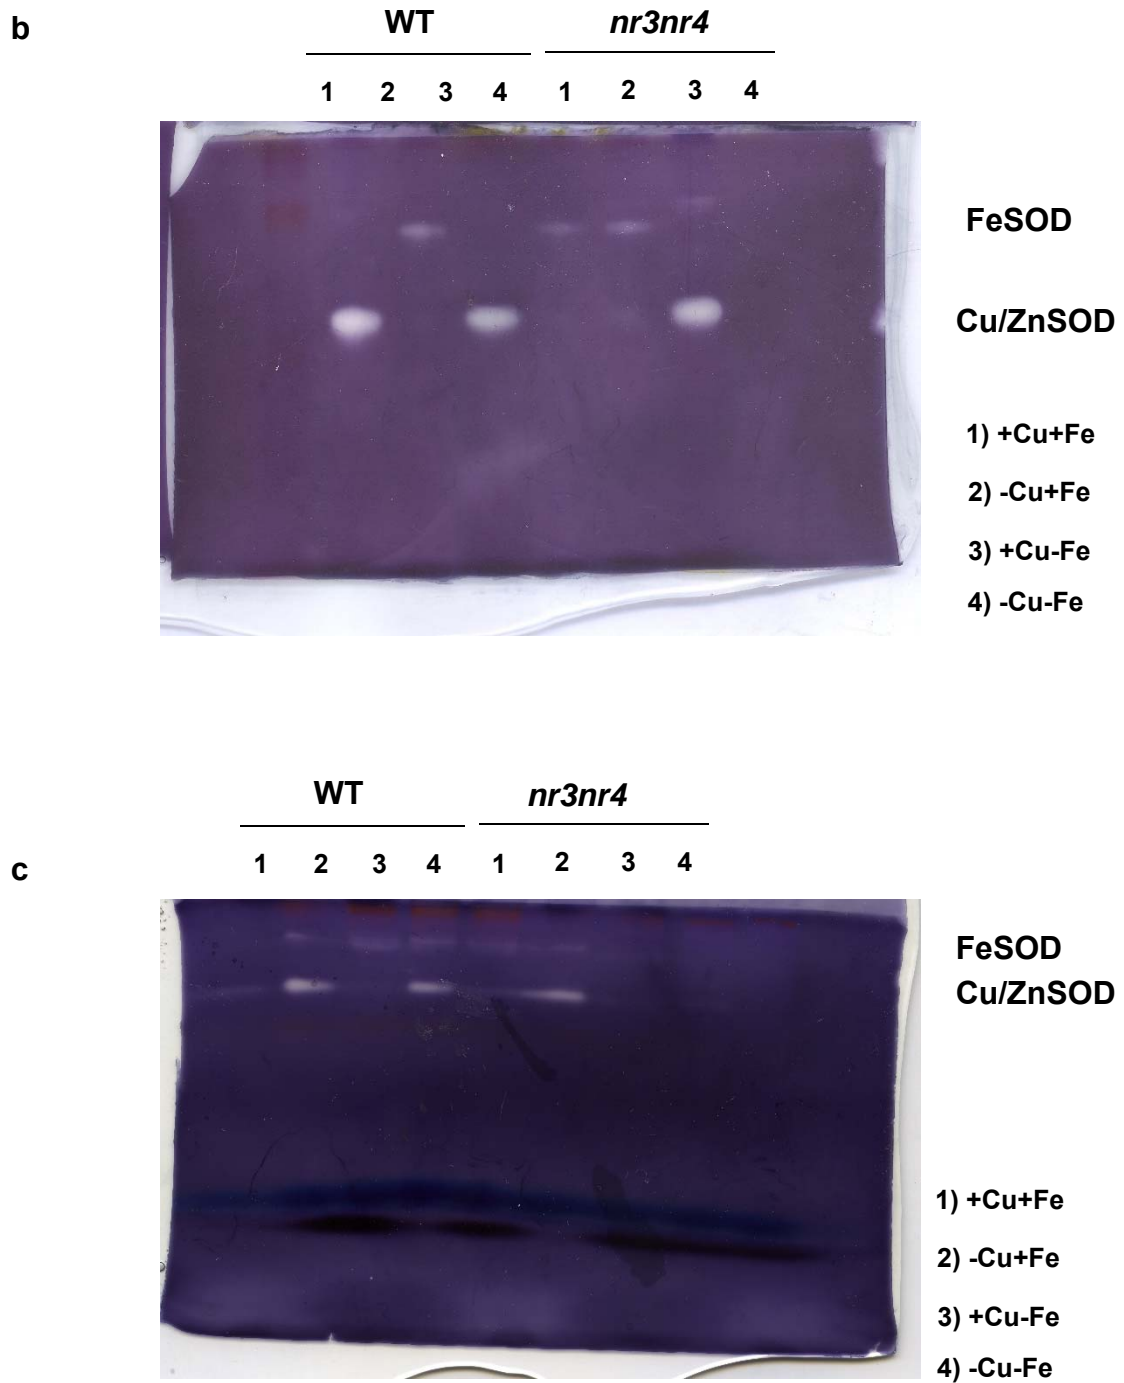

**Fig. S10** (continuation) Effect of Cu on SOD regulation in the *nramp3nramp4* mutant. The SOD enzyme activities analysed in the native gels loaded with 100 µg of protein extract. The replicate gels were stained for total SOD activity. a) is the whole blot shown in Supplemental Figure S7 panel c.

**Table S1.** Primers used for the qRT-PCR analysis. The  $r^2$  values of the regression curves for each individual gene by comparing microarrays. The qPCR expression data are indicated.

| GENE           | FORWARD (5'→3')           | REVERSE (5'→3')          | $r^2$ value |
|----------------|---------------------------|--------------------------|-------------|
| <i>BHLH38</i>  | AGAGCTGCAACAGCAAGTGA      | ACCAAGCCTAGTGGCAGAAA     |             |
| <i>BHLH39</i>  | CAGAGCTGCAAGAGCAAGTG      | ACCAAGCCTAGTCGCAGAAA     |             |
| <i>BHLH100</i> | AAACCGACGACGTATCCAAC      | GATTGGTGGGAGGAGACAA      |             |
| <i>BHLH101</i> | TTGCTGTCCAGTTGCTACG       | GGCGTAATCCCAAGAGACATA    |             |
| <i>BRUTUS</i>  | GCTCTGGCACAAGTCAATCA      | CGTTCATCAAATGCCGATAA     |             |
| <i>COPT2</i>   | CCTTTCGTATTTGGTGATGCT     | AAACACCTGCGTTAAAGGAC     | 0.92        |
| <i>COPT5</i>   | TTGCAGCTATGTCTTTCAA       | CGGCGGTTAATCCGACGACA     | 0.8         |
| <i>CSD1</i>    | CATCATTGGTCTCCAGGGCT      | GACCTCCTTATTACATCAAT     | 0.89        |
| <i>CSD2</i>    | GTCCTACAACGTGAAT          | TCCATGAGGCCCTGGAGT       | 0.81        |
| <i>FIT</i>     | TTTTCGCGGTATCAATCCTC      | GGTATGTGTCCGAGAAGGA      |             |
| <i>FRO2</i>    | GTTGGTTTATAGCCCGACGA      | GGGCCGTAAGGACCTTCTAC     |             |
| <i>FRO3</i>    | GATTCTACTGGCTTCTTTGG      | CTAATCCGGCCTTCACTAAC     |             |
| <i>FSD1</i>    | ACCGAAGACCAGATTACATA      | TGGCACTTACAGCTTCCCAA     | 0.98        |
| <i>FSD2</i>    | CACAGCTGGATTTGAGCTGA      | AATCTGAGGAGCTCTCCAGT     | 0.95        |
| <i>FSD3</i>    | GGTCTCGAGGTGGTTTAAAG      | AACACCCTTTTGAGGCGTGT     | 0.91        |
| <i>IRT1</i>    | CCCCGCAAATGATGTTACCTT     | GGTATCGCAAGAGCTGTGCAT    |             |
| <i>NRAMP3</i>  | ATGGTTTTGTGGGTATGGC       | CTGAGCTTCCTTATTCCGT      |             |
| <i>NRAMP4</i>  | TTGGAGCATTGGTCCCTAAG      | GAAAGAAACCGCAAGAGCAC     |             |
| <i>UBQ10</i>   | TAATCCCTGATGAATAAGTGTCTAC | AAAACGAAGCGATGATAAAGAAG  |             |
| <i>YSL1</i>    | ACAAGGAGATGCACAGGCCAAGAAA | TCACAGCCGCGATGACAAAAAGAC |             |
| <i>YSL3</i>    | ATTGGCCAGGAAACAAGTGTGGGT  | GACAAGTCCCGCGACTACACCATT |             |

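FatiGO compares how often a GO term occurs in a list of genes with how often it occurs among the remaining genes, so each term of Table S2 depends on which genes passed the DEG thresholds. The tests of gene sets made here use the changes of all tested genes instead, and need no list of DEG.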

**Table S2.** Biological processes overrepresented in the global GO analysis (FatiGo,  $P < 0.05$ ). The differentially expressed genes were identified by applying a false discovery rate (FDR) lower than 1% and a 1.5-fold change ( $\log_2 |1.5|$ ).

How the deposited data were processed for this re-analysis (not part of the article)

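The samples were 12 seedling samples, 3 biological replicates each of WT and *copt5* grown for 7 days on Control medium (1 µM CuSO4) or -Cu medium (100 µM BCS), with 1 array per sample. Replicate number and slide go together, as each of the 3 slides held 4 arrays, 1 from each group. According to the methods, RNA was amplified to antisense RNA and hybridised to the Agilent *Arabidopsis* (V4) 4 × 44K array. Per the file headers, the intensity values of each spot were made by Feature Extraction, with the background subtracted and a trend within the array removed, and were not scaled between arrays. The log2 values of the authors, as deposited, are the log2 of these processed signals to 2 decimals, blank where the signal was 0 or negative, which was tested on every array. The paper's methods name Genespring GX for log2 values and normalisation, and the settings were not found in the methods, the legends or the supplement.

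The scanner files hold 45220 spots, of which 1417 are controls, and 43603 different probes, 50 of them printed 5 times. Descriptions and locus names are those printed in the scanner files. Of the probes, 36130 were matched to 26297 loci, and 452 to more than 1 locus. A probe without a locus kept its systematic name, which gave 33541 genes. Spots marked as outliers were left out, which touched 2830 tested genes, 1546 of them by the spot of WT Control replicate 3. Saturated spots were kept, and repeated spots averaged. Processed signals were scaled to the same 75th percentile on every array, signals under 10 after scaling were set to 10, and log2 was taken. A gene was represented by its probe with the highest mean over the 12 arrays, and tested when that probe was well above background on all arrays of at least 1 group: 24204 genes, 21123 with a locus, 7191 with several probes, and 22147 well above background on all 12 arrays. Where all arrays of a group were saturated or not well above background, the change is given as at least N-fold. It is the mean of the brighter group against that of the dimmer, each array of which counts at no less than the lowest signal well above background. Such a bound rests on the measured means, so WT Control replicate 3 moves it.

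The 4 groups were fitted together with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with 4 comparisons and the interaction of genotype and Cu. Genes were called at a Benjamini-Hochberg adjusted p at or below 0.01 within each comparison and a fold change of at least 1.5. Lists chosen by the study were also adjusted over the list alone. The genes named are those of Table 1, those with primers in Table S1, *OPT3* and, in each comparison and the interaction, the 2 with the largest rise and the 2 with the largest fall past both thresholds. The latter have groups that do not overlap, and a probe above background on all arrays of both groups or reported as a bound. The numbers of the replicates pair the arrays by slide for *copt5* against WT under -Cu, where the deviations from the group means correlated by 0.233, 0.214 and 0.215 for replicates 1, 2 and 3. In every other comparison at least 1 pair was under 0.1. Principal components were taken from gene-centred log2 values of the genes with an unadjusted p at or below 0.01 in limma's test over the 4 groups. For the components and the tests of gene sets, missing values were replaced by the mean of the group. The 16 gene sets, 15 from words in the descriptions and 1 from Table 1, were tested with camera at a correlation of 0.01, with adjustment over 80 tests and a threshold of 0.05. Lists of 12 root and 8 shoot marker genes, written from general knowledge, were used to weigh the share of organs, and the list of 14 Fe-related genes is that measured by qRT-PCR in the paper. Tables were handled with data.table 1.17.8, and figures drawn with matplotlib 3.10.9 in Python 3.11.15.

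The median processed signal of an array lay between 202 and 485 on 11 arrays and at 2865 on WT Control replicate 3. The procedure was tested on simulated data, with 200 of 24045 genes changed by 1 to 4 on the log2 scale. Each gene had its real spread, equal on every array and independent between genes. An odd array and correlated genes were not simulated, so the false calls do not carry over to the data. With all arrays between 58.5% and 65.5% of the changed genes were called, and without WT Control replicate 3 between 78.5% and 85%, with at most 2 false calls and 0 in the wrong direction. Of the 50 genes changed by 1, between 4 and 10 were called with all arrays, and between 22 and 31 without that array.

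The groups, the tests and most alternatives were fixed before the data were examined. These alternatives were quantile normalisation, scaling to the median, a normexp background correction with an offset of 50, and the authors' log2 values. Others were no filter or a stricter filter on dim probes, a replicate block, the methods' test (for any difference among the 4 groups, with the fold change taken per comparison), only the 6 arrays of a comparison, every probe counted, the mean over all probes of a gene, other thresholds, other set tests, other genes for the components, and leaving out each array in turn. Array weights, a floor of 1 and combinations with WT Control replicate 3 left out were added later, because of that array, and so was the block on the 6 arrays of *copt5* against WT under -Cu, because of the pairing. The reported values keep it, as the design set all 12 arrays. Other splits of the samples were counted, all 10 for each comparison of 2 groups, and 100 drawn at random for the interaction and the shared genes. The qRT-PCR, metal content and physiological measurements and the GO annotation were not analysed here.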

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

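The tests of WT Control replicate 3 as a cause of other results, the 5 tests of what sets that array apart, and the test of linkage to *COPT5* were chosen only after the result was seen. The other tests were set before.

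The interaction of genotype and Cu passed the threshold for 7 of the 16 gene sets: glucosinolate or myrosinase (adjusted p = 0.000195), oligopeptide or peptide transporter (0.0312), WRKY (0.000151), gibberellin (0.0200), disease resistance (0.00751), light harvesting and photosystem (0.0167) and the Table 1 genes (0.0143). The study chose the Table 1 genes on these samples for their change in *copt5* under -Cu, so their value is not independent evidence of a different response. Of the 100 regroupings of the samples, 7, the real one included, gave as many sets, so chance cannot be excluded for their number. With WT Control replicate 3 left out, the adjusted p was 0.00112, 0.00185, 6.9e-05 and 0.0348 for the first 4. For the Table 1 genes it was 2.8e-06. The raised dim probes of that array are therefore excluded as the whole cause of these calls. The median interaction fell from 0.45 to 0.17 for WRKY and from 0.44 to 0.15 for gibberellin, so much of their size rests on that array. It went from -0.62 to -0.44 for the glucosinolate set. It rose from 0.18 to 0.23 for the peptide transporters and from 0.12 to 0.35 for the Table 1 genes. For disease resistance (0.0888) and light harvesting (0.418) the call was lost, and that array is a candidate cause. Saturation of light harvesting genes such as *CAB2*, *CAB3* and *LHCA1* on all 12 arrays limits the latter set further. Only the glucosinolate set also held under fry and with the estimated correlation. A biological difference between the genotypes stays open for it and was not tested further.

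For 3 genes every array of *copt5* lay on one side of every array of WT on Control and on the other side under -Cu: the genotype difference moved by 2.46 for *PCC1*, 5.44 for *PDF1.2* and 4.74 for *LTP4*. The genes were named for their large change, and the interaction of none passed the FDR threshold. Without WT Control replicate 3 the values were 5.45 for *PDF1.2* and 3.80 for *LTP4*, and for *PCC1* its spot had been left out already. For *PDF1.2*, WT Control replicates 1 and 2 (-3.20 and -0.49) lay above the highest *copt5* Control array (-4.06). Replicate 3 is therefore excluded as the whole cause of its order on Control. For *LTP4* the value cannot decide this. Its *copt5* Control arrays were at the floor of -7.90, and WT Control replicate 1, at -7.37, lay close to it. Signals near background limit all 3 sizes. The WT -Cu arrays of *PDF1.2* and the *copt5* Control arrays of *LTP4* were at the floor. *PCC1* was well above background on 1 of 3 *copt5* Control arrays, so these sizes depend on the floor.

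A spike-in probe, which the paper does not report on, gave 1950 (E1A_r60_3) on WT Control replicate 3, and at most 2.08 on the other 11 arrays. Since the spike-in RNA is the same on all arrays, another RNA or a swapped sample would not raise it, and this value excludes that explanation. The local background was 43, within the range of the others, which excludes a higher background between the spots, and the highest Spearman correlation of 0.694 excludes a higher scanner gain, which would keep the order of probes. Another spike-in probe, dim on all other arrays, gave 5300 (E1A_r60_a107), which excludes signal carried over from a neighbouring array. All 13 ETG control probes were over 100 on this array and at most 22.9 on the others, while the RC control and dark corner spots stayed dark. The mean signal of the negative controls was 131, against 43.3 to 54.0 on the others, and 2.19 after the background was subtracted. Labelled RNA bound to probes of any sequence may account for this. No biological explanation was tested.

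There were 14 genes detected in every *copt5* array and in no WT array, with WT Control replicate 3 left out (6 against 5 arrays of 33541 genes). Of 100 label permutations only the real one gave as many, the largest other being 5, so chance is excluded. In the other direction there were 6 genes, with 2 of 100 as large. Of the 14, 1 lies within 500 loci of *COPT5*, so linkage to that locus is excluded as the whole cause, and 0 have a probe that matches several loci. With both media taken together, the largest are AT4G18900, at least 69.1-fold, AT3G16590, at least 55.7-fold, and AT3G11160, at least 53.5-fold higher. A difference in sequence or copy number between the lines was not tested.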

How the results depend on the processing

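The tests with array weights, with a floor of 1, with WT Control replicate 3 left out together with a further change, and with the block on 6 arrays were chosen only after the result was seen. The values compared are those with the 75th percentile scaling: 9, 103, 269 and 329 DEG, 8 and 136 shared, 88.7% of the variance and distances of 34.8, 47.5, 67.8 and 66.4. Over the alternatives set in advance, 492 group results stayed within their limits, 239 moved and 5 passed a threshold. For gene sets 1496 tests gave the same call, 75 gained it, 103 lost it and 6 changed direction, and for single genes 4192, 26, 284 and 1. The cause of these changes was not tested, except where leaving out an array is the change.

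Scaling and background. With quantile normalisation, the counts of DEG were 21 between genotypes on Control. Shared DEG numbered 21 between genotypes. 3 components held 90.1% of the variance. The distances were 43.2 between genotypes under -Cu, 57.7 for Cu in WT and 60.5 for Cu in *copt5*. Of the Table 1 genes, those called were 2 for Cu in WT and 4 for Cu in *copt5*. DEG among the 7 Cu-responsive genes were 1 between genotypes on Control and 1 between genotypes under -Cu. Of the 14 Fe-related genes, those called were 0 for Cu in WT and 2 for Cu in *copt5*. Gene sets past the threshold were 5 between genotypes under -Cu and 4 for the interaction. The change of *COPT5*, now past the thresholds, was -1.15 between genotypes on Control and -1.48 between genotypes under -Cu. With scaling to the median, the counts of DEG were 42 between genotypes under -Cu, 56 for Cu in WT and 109 for Cu in *copt5*. Called in both comparisons were 13 between genotypes and 33 for Cu. 3 components held 87.7% of the variance. The Table 1 genes gave 1 for Cu in WT and 1 for Cu in *copt5*. DEG among the 7 Cu-responsive genes were 0 for Cu in WT and 1 for Cu in *copt5*. The Fe-related genes gave 0 for Cu in WT and 1 for Cu in *copt5*. Gene sets past the threshold were 4 between genotypes on Control and 5 between genotypes under -Cu. With normexp background correction, the counts of DEG were 2 between genotypes on Control, 5 between genotypes under -Cu, 33 for Cu in WT and 29 for Cu in *copt5*. DEG in both comparisons numbered 2 between genotypes and 13 for Cu. 3 components held 87.4% of the variance. The distances were 18.4 between genotypes on Control, 31.5 between genotypes under -Cu, 43.0 for Cu in WT and 39.6 for Cu in *copt5*. DEG among the Table 1 genes were 1 for Cu in WT and 1 for Cu in *copt5*. DEG among the 7 Cu-responsive genes were 2 for Cu in WT and 2 for Cu in *copt5*. DEG among the 14 Fe-related genes were 0 for Cu in WT and 0 for Cu in *copt5*. Gene sets past the threshold were 4 between genotypes on Control, 5 between genotypes under -Cu and 4 for the interaction. With the authors' log2 values, the counts of DEG were 2 between genotypes on Control, 5 between genotypes under -Cu, 18 for Cu in WT and 11 for Cu in *copt5*. The shared DEG were 2 between genotypes and 6 for Cu. 3 components held 90.5% of the variance. The distances were 39.7 between genotypes under -Cu and 54.8 for Cu in *copt5*. Of the Table 1 genes, those called were 0 for Cu in WT and 0 for Cu in *copt5*. DEG among the 7 Cu-responsive genes were 2 for Cu in WT and 2 for Cu in *copt5*. Of the 14 Fe-related genes, those called were 0 for Cu in WT and 0 for Cu in *copt5*. Gene sets past the threshold were 6 between genotypes on Control. Normexp with its offset and the unscaled values limit what can be seen, the former because the offset shrinks the changes of dim genes, and the latter because differences in brightness between arrays stay in the spread. Signal over background limits every setting: a gene near background gives a change that is too small, or only a bound.

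Filters and probes. With no filter on dim probes, the counts of DEG were 157 for Cu in WT. Shared DEG numbered 89 for Cu. The Table 1 genes gave 2 for Cu in WT. The Fe-related genes gave 0 for Cu in WT and 2 for Cu in *copt5*. Gene sets past the threshold were 4 between genotypes on Control and 4 for the interaction. With only probes well above background on all 12 arrays, called in both comparisons were 5 between genotypes. The distances were 40.8 between genotypes under -Cu, 58.2 for Cu in WT and 58.2 for Cu in *copt5*. With every probe counted, the distances were 52.0 between genotypes under -Cu and 73.9 for Cu in *copt5*. With a floor of 1, DEG in both comparisons numbered 5 between genotypes.

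Models and thresholds. With the replicate block, the counts of DEG were 5 between genotypes on Control, 17 between genotypes under -Cu, 105 for Cu in WT and 133 for Cu in *copt5*. The shared DEG were 5 between genotypes and 44 for Cu. DEG among the Table 1 genes were 1 for Cu in WT and 3 for Cu in *copt5*. DEG among the 14 Fe-related genes were 0 for Cu in WT and 2 for Cu in *copt5*. For the pairing of replicates by slide, the correlation of replicates with the same number after removing group means was computed for 18 pairs of arrays. It lay between -0.206 and 0.233, with a median of 0.114, 9 over 0.1 and 7 under 0, and the reported fit, set in advance without the block, was kept. For *copt5* against WT under -Cu, the comparison whose pairs were all over 0.1, the block kept 17 of the 103 DEG. Of the genes named, gene sets and list counts in that comparison, it changed the calls of AT5G42460 and NP2699781 and no other. With the methods' test, the counts of DEG were 102 between genotypes on Control, 193 between genotypes under -Cu and 181 for the interaction. Shared DEG numbered 61 between genotypes and 222 for Cu. All of these are genes that differ among the 4 groups, with the fold change of the comparison, so the count for the interaction is not a test of it, here or with WT Control replicate 3 left out. With an FDR of 0.05, the counts of DEG were 19 between genotypes on Control, 335 between genotypes under -Cu, 718 for Cu in WT, 900 for Cu in *copt5* and 6 for the interaction. Called in both comparisons were 19 between genotypes and 353 for Cu. With only the 6 arrays of a comparison, the counts of DEG were 0 between genotypes on Control, 479 between genotypes under -Cu, 0 for Cu in WT and 806 for Cu in *copt5*. Of the Table 1 genes, those called were 0 for Cu in WT. DEG among the 7 Cu-responsive genes were 1 between genotypes under -Cu and 0 for Cu in WT. Of the 14 Fe-related genes, those called were 0 for Cu in WT. The change of *COPT5*, now past the thresholds, was -1.52 between genotypes under -Cu. For the counts of 0 by limma in that setting, 564 and 2240 genes had an unadjusted p under 0.05.

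Components and gene sets. With the components taken over all genes, 3 components held 86.2% of the variance. The distances were 103.5 between genotypes on Control, 73.6 between genotypes under -Cu, 121.1 for Cu in WT and 93.5 for Cu in *copt5*. With genes at an adjusted p at or below 0.01, 3 components held 93.0% of the variance. The distances were 21.0 between genotypes on Control, 32.7 between genotypes under -Cu, 45.2 for Cu in WT and 45.7 for Cu in *copt5*. With a correlation estimated for each set, gene sets past the threshold were 0 between genotypes on Control, 2 between genotypes under -Cu, 1 for Cu in WT, 3 for Cu in *copt5* and 1 for the interaction. With fry, gene sets past the threshold were 3 between genotypes under -Cu and 1 for the interaction.

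Added settings. With array weights, the counts of DEG were 103 between genotypes on Control, 1910 between genotypes under -Cu, 1552 for Cu in WT, 3197 for Cu in *copt5* and 102 for the interaction. DEG in both comparisons numbered 95 between genotypes and 1107 for Cu. With WT Control replicate 3 left out and the methods' test, the counts of DEG were 278 between genotypes on Control, 693 between genotypes under -Cu, 786 for Cu in WT, 1029 for Cu in *copt5* and 566 for the interaction. The shared DEG were 208 between genotypes and 670 for Cu. With the replicate block and that array left out, the counts of DEG were 69 between genotypes on Control, 635 between genotypes under -Cu, 510 for Cu in WT and 1521 for Cu in *copt5*. Shared DEG numbered 68 between genotypes and 362 for Cu. For the interaction limma called 0 genes with that block and that array left out, with 2462 at an unadjusted p under 0.05. With every probe counted and that array left out, the counts of DEG were 112 between genotypes on Control, 883 between genotypes under -Cu, 920 for Cu in WT, 1984 for Cu in *copt5* and 11 for the interaction. Called in both comparisons were 109 between genotypes and 613 for Cu. With the replicate block on only the 6 arrays of *copt5* and WT under -Cu, the counts of DEG were 39 between genotypes under -Cu.

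Leaving out each array in turn gave these lowest and highest values. DEG: 6 to 93 between genotypes on Control, 17 to 867 between genotypes under -Cu, 45 to 851 for Cu in WT, 95 to 1907 for Cu in *copt5*, 0 to 19 for the interaction. Shared DEG: 5 to 89 between genotypes, 35 to 578 for Cu. Variance of 3 components: 88.9% to 91.0% of the variance. Distances: 30.5 to 46.9 between genotypes on Control, 44.2 to 61.8 between genotypes under -Cu, 61.5 to 77.9 for Cu in WT, 60.3 to 80.9 for Cu in *copt5*. DEG among the Table 1 genes: 0 to 1 between genotypes under -Cu, 1 to 5 for Cu in WT, 1 to 13 for Cu in *copt5*. Among the 7 Cu-responsive genes: 0 to 1 between genotypes on Control, 0 to 1 between genotypes under -Cu, 1 to 4 for Cu in WT, 2 to 4 for Cu in *copt5*. Among the 14 Fe-related genes: 0 to 2 between genotypes under -Cu, 0 to 1 for Cu in WT, 0 to 9 for Cu in *copt5*. Gene sets: 2 to 7 between genotypes on Control, 4 to 11 for the interaction. *COPT5*: -1.20 to -0.56 between genotypes on Control, -1.60 to -1.46 between genotypes under -Cu. Most of the highest counts are those without WT Control replicate 3, which holds for all counts of DEG and shared DEG. Leaving out WT -Cu replicate 2, limma called 0 genes for the interaction, with 808 at an unadjusted p under 0.05.

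Results that turned to the opposite direction: the change of NP2699781 in WT under -Cu was -0.06 with all arrays, not past the thresholds, and past them at 0.78 without WT Control replicate 3; the lowest was -0.50, without WT Control replicate 1. The glutathione S-transferases between genotypes on Control had an adjusted p of 0.000178, now lower in *copt5*, without WT Control replicate 3, where it was 0.992 with all arrays and at most 0.974 with another array left out. The light harvesting and photosystem genes turned between genotypes on Control (adjusted p = 0.673), for Cu in WT (adjusted p = 0.896) and for the interaction (adjusted p = 0.125) with quantile normalisation, and between genotypes under -Cu (adjusted p = 0.828) with normexp. Their interaction also turned without WT Control replicate 3 (adjusted p = 0.418), and was 9.6e-05 without *copt5* Control replicate 3.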

Differences from the paper's values

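No test in this part decides a cause. The settings with array weights, and those that leave out WT Control replicate 3 together with a further change, were chosen only after the result was seen.

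Fold changes are signed as in Table 1. For 45 of its 52 values the sign is the same here and for 7 it differs, while 33 lie within 0.1 on the log2 scale. The largest difference, 0.671 on the log2 scale, is in a value with the same sign. It is that of *SLAH1* between genotypes on Control, the paper's -1.31 and -2.09 here. *NRAMP4* in WT, the paper's 1.27 and 1.79 here, also has the same sign. Leaving out WT Control replicate 3, all 52 have the same sign and 50 lie within 0.1. The 7 values that differ in sign are given next. For *copt5* against WT on Control the paper's values and those here are: *CCH* the paper's -1.08 and 1.17; *COPT2* the paper's -1.05 and 1.18; *HMA2* the paper's 1.05 and -1.09; *NRAMP4* the paper's -1.14 and 1.23. For *OPT3* the paper's -1.13 and 1.102; *ZIP11* the paper's -1.20 and 1.13. For -Cu against Control in WT, *SLAH1* has the paper's 1.55 and -1.02 here. Of 21 alternatives set before the data were examined, those that fall within the paper's value are, beside leaving out WT Control replicate 3 (all but *ZIP11*): the authors' log2 values (*CCH*, *COPT2*, *NRAMP4*, *OPT3*, *ZIP11*), quantile normalisation (*CCH*, *HMA2*, *OPT3*, *SLAH1*), scaling to the median (*HMA2*, *SLAH1*), normexp (*HMA2*), the mean over all probes (*ZIP11*), and leaving out WT -Cu replicate 1 or 3 (*SLAH1*). The other alternatives do not. The values without WT Control replicate 3 are -1.09, -1.05, 1.06, -1.14, -1.14 and, for *SLAH1*, 1.60. For *ZIP11* the value is -1.07, which has the sign of the paper's -1.20 but is smaller in size.

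The counts of DEG, the paper's read by eye from Fig. 1, are total, higher and lower. Between genotypes on Control, the paper's are about 400, about 190 and about 220 (Fig. 1, read by eye), and here 9, 5 and 4. None of the 25 alternatives set before the data were examined reaches them, and leaving out WT Control replicate 3 gives 93, 75 and 18. Adding the methods' test to that, chosen after seeing the values, gives 278, 158 and 120, where the total and the higher count are within 1.5 times. Under -Cu, the paper's are about 1100, about 550 and about 580 (Fig. 1, read by eye), and here 103, 41 and 62. Leaving out WT Control replicate 3 (867, 401 and 466) is the only 1 of the 25 alternatives to reach them, and every probe with that array left out, chosen after seeing the values, gives 883, 399 and 484. With the methods' test in its place, also chosen after seeing the values, only the higher count, 383, is within 1.5 times. For Cu in WT, the paper's are about 1500, about 440 and about 1000 (Fig. 1, read by eye), and here 269, 35 and 234. None of the 25 reaches them (851, 212 and 639 without that array), while array weights, chosen after seeing the values, give 1552, 408 and 1144. Every probe with that array left out, chosen after seeing the values, comes within 1.5 times for the lower count, 694. For Cu in *copt5*, the paper's are about 1900, about 580 and about 1300 (Fig. 1, read by eye), and here 329, 110 and 219. Leaving out that array (1907, 727 and 1180) is the only 1 of the 25 to reach them. With the block added (1521, 590 and 931) or every probe counted (1984, 776 and 1208), both chosen after seeing the values, the total is reached as well. Shared between genotype comparisons, the paper's are about 130 higher and about 110 lower (Fig. 1, read by eye), and here 4 and 4, with 0 of 24 alternatives within. Leaving out that array gives 72 and 17, and with the methods' test added, chosen after seeing the values, 140 and 68. Shared between Cu comparisons, the paper's are about 310 and about 850 (Fig. 1, read by eye), and here 27 and 109, with 0 of 24 within. Leaving out that array gives 155 and 423, and array weights, chosen after seeing the values, give 277 and 830. The methods' test with that array left out, chosen after seeing the values, gives 218 higher, within 1.5 times.

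The paper lists *TCP1* among the genes induced in *copt5* under -Cu, and *NRAMP4* as highly induced. Here, between genotypes under -Cu, *TCP1* differed by -0.07 and *NRAMP4* by 0.89, neither past the thresholds with all arrays, and of the 10 genes it lists 9 were higher in *copt5* than in WT. Against Control in *copt5* all were higher. In the paper's Table 1 *NRAMP4* is likewise 1.86-fold higher between genotypes under -Cu. *TCP1* is lower there too, and higher from Control to -Cu in *copt5*, so the sizes do not differ from that table. The call for *NRAMP4* in response to -Cu is made without WT Control replicate 3, and so is that for *TCP1* (adjusted p = 0.00944). The paper states the largest number of DEG for *copt5* under -Cu, which holds here with all arrays, and not with normexp (29 against 33 in WT), the authors' log2 values (11 against 18) or when a *copt5* array other than *copt5* -Cu replicate 1 is left out. Leaving out such an array weakens mainly the *copt5* comparison, so that order is no even test.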

Other observations

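The tests of WT Control replicate 3 as a cause were chosen only after the result was seen; the tests of the share of root tissue, of fewer WT arrays, of neighbouring genes and of other splits were set before.

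With 3 against 3 arrays there are 10 splits, of which 1, the real one, gave a count of DEG as large in each of the 4 comparisons, the largest other being 0. A share of 1 in 10 alone cannot exclude chance for these counts. For the numbers of gene sets, 9, 1, 1 and 2 of 10 splits were as large, in the order genotype on Control, genotype under -Cu, Cu in WT and Cu in *copt5*. For the interaction, limma called 0 genes in the real data, so all 100 regroupings were as large by construction, which says nothing about chance. For the shared DEG, a part of the counts above, 1 of 100 in each pair, the real one, was as large. Chance is excluded there.

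More genes were lower than higher under -Cu in WT, and this remained without WT Control replicate 3 (75.1% lower), so its raised dim probes are excluded as the whole cause. More genes differed between genotypes under -Cu than on Control. Leaving out that array gives 93 on Control against 867, so it is excluded as the whole cause. With 2 WT arrays in each medium the lowest count under -Cu was 404, against 95, 81 and 77 on Control, which also excludes the number of arrays. The biological difference between the media stays open.

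Of the 14 Fe-related genes, 12 were higher in *copt5* than in WT under -Cu, with a median of 1.05, and 11 by at least 1.5-fold, with 0 DEG by limma, 6 over the list alone. *OPT3*, *NRAMP4* and *YSL3* are also in Table 1, chosen by the study on these samples, so they are not independent evidence. Most of the others were measured by the study as genes already known for Fe deficiency. With WT Control replicate 3 left out, 2 of the 14 were DEG and 9 over the list alone. From Control to -Cu, 5 were DEG in *copt5*, 8 over the list alone, and 1 in WT. Without that array the counts were 9, 11 and 1. The largest differences were those of *bHLH100* (2.36, adjusted p = 0.0947), *bHLH39* (1.97, adjusted p = 0.0313, and 0.00818 without that array), *bHLH38* (1.94, adjusted p = 0.135) and *bHLH101* (1.73, adjusted p = 0.187). *FIT* and *YSL1* went the other way (-0.69 and -1.41), the second probe of *YSL1* by 0.04. The change of *YSL1* was 0.30 without *copt5* -Cu replicate 1, so its fall rests on that array. Under -Cu *FRO3* was measured on 1 array in each genotype, and *FRO2* and *bHLH101* on 2 *copt5* arrays, the other spots being outliers. Their interactions of genotype and Cu did not pass the thresholds, with adjusted p from 0.328 up, and from 0.0397 up without that array. A larger share of root tissue in *copt5* may add to this: the 12 root markers, all of which the seedlings express, had a median of 0.48 under -Cu, with 9 higher. Their changes ran from -1.85 to 1.68. None was called, so the explanation cannot be told apart from a change of the Fe genes themselves. The 8 shoot markers were saturated on 5 to 12 arrays each, so their changes say nothing about the share of shoot tissue. The fall of *AGP30* from Control to -Cu in *copt5* (-6.66) lies beyond the lowest change of a root marker in that comparison, -2.75, which excludes a smaller share of root tissue as its whole cause. From Control to -Cu the root markers fell by a median of 1.19 in *copt5* and 1.62 in WT, the latter 1.12 without WT Control replicate 3. On Control the root markers had a median of -0.08, and 0.12 without that array.

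Of the 89 genes called the same way between genotypes in both media without WT Control replicate 3, 75 have a locus and 12 of these have another within 10 loci, against 4.20 on average in a permutation test with 10000 random sets (p = 0.0115). The 12 are all higher in *copt5*, 12 of 62, against 2.86 in the same permutation test (p = 0.0022), and 0 of the 13 lower. A few stretches of the genome that differ between the lines may account for a part of these genes. A biological effect of *COPT5* on the others stays open and was not tested.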
